# A chronological expression profile of gene activity during embryonic mouse brain development

**DOI:** 10.1007/s00335-013-9486-7

**Published:** 2013-11-19

**Authors:** P. Goggolidou, S. Soneji, N. Powles-Glover, D. Williams, S. Sethi, D. Baban, M. M. Simon, I. Ragoussis, D. P. Norris

## Abstract

The brain is a functionally complex organ, the patterning and development of which are key to adult health. To help elucidate the genetic networks underlying mammalian brain patterning, we conducted detailed transcriptional profiling during embryonic development of the mouse brain. A total of 2,400 genes were identified as showing differential expression between three developmental stages. Analysis of the data identified nine gene clusters to demonstrate analogous expression profiles. A significant group of novel genes of as yet undiscovered biological function were detected as being potentially relevant to brain development and function, in addition to genes that have previously identified roles in the brain. Furthermore, analysis for genes that display asymmetric expression between the left and right brain hemispheres during development revealed 35 genes as putatively asymmetric from a combined data set. Our data constitute a valuable new resource for neuroscience and neurodevelopment, exposing possible functional associations between genes, including novel loci, and encouraging their further investigation in human neurological and behavioural disorders.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s00335-013-9486-7) contains supplementary material, which is available to authorized users.

## Introduction

The mammalian brain develops from a simple neuroepithelium into a complex and highly patterned organ showing distinct regionalisation, organisation, and cell-type specification. During this process, significant cell differentiation and tissue specialisation occur, cells migrate between regions, and neurons grow to make connections. Ultimately, this gives rise to the complex patterning and function that we see in the adult brain. Neuronal development can be thought of as comprising the stages of neurogenesis, neuron migration, axon outgrowth, and circuit formation, ultimately resulting in the functioning brain (Dixon-Salazar and Gleeson 2010; Kandell et al. 2000). These processes, which consist of complex molecular and cellular events, occur for each developing neuron, leading to the formation of functional neural circuits. Defects in these processes can underlie patterning, behavioural, and neuropsychiatric disorders (Arber 2012; den Heuvel et al. 2010; Hashimoto and Hibi 2012).

In the developing mouse embryo, simple head folds are first evident at about 7.5 days post coitum (dpc), quickly developing into the neural folds by 8.0 dpc. These become elevated and begin to fuse, ultimately completing fusion at the anterior neuropore at 9.5 dpc. The brain becomes further regionalised along the rostrocaudal axis, giving rise to a distinct fore-, mid-, and hindbrain. Over the next 1–2 days the wall of the developing brain thickens and by 11.0 dpc it comprises three layers: the inner ependymal, intermediate mantle, and outer marginal layers (Kaufman 1992). During this period the sensory structures the eye and the ear develop, resulting by 12.5 dpc in an evident lens and a fully formed otic vesicle (Kaufman 1992).

Development of the mammalian brain results in distinct left and right sides that display functional left–right (L–R) asymmetries. At the neuroanatomical level, such asymmetries are evidenced by variations in the shape and size of comparable regions, in subnuclear and cytoarchitectural organization of nuclei, in the level of neurotransmitter expression, and in cortical architecture (Hüsken and Carl 2012; Phillips and Thompson 2012; Yonehara et al. 2011). Normal L–R brain asymmetry in humans has been associated with behaviour, cognition, and emotion (Beraha et al. 2012; Lancaster et al. 2012), while abnormalities of cerebral asymmetry are associated with a number of disorders, including schizophrenia and autism (Knaus et al. 2012; Yan et al. 2012). While the basis of mammalian visceral L–R asymmetry has become well established (Hirokawa et al. 2009; Nakamura and Hamada 2012), little is known about how this originates in the brain and no connections have been made between visceral and brain L–R asymmetries in mammals (Mercola and Levin 2001; Norris 2012). High-resolution magnetic resonance imaging in male mice identified structural asymmetries in the medial-posterior regions of the thalamus, the cortex, and the hippocampus, with the left region being larger than the right in each case (Spring et al. 2010). These findings of asymmetric structures were not, however, associated with genetic asymmetries. A serial analysis of gene expression (SAGE) of human left and right embryonic hemispheres did identify ~100 putative L–R asymmetric loci at 12, 14, and 19 weeks of gestation (Sun et al. 2005). Lim domain only 4 (*LMO4*) demonstrated particularly strong variation; however, in the mouse a random asymmetry of *Lmo4* was detected, with different embryos showing either left or right dominant expression in 11.5- and 15.5-dpc cortex, suggesting that this does not underlie morphological asymmetry. No earlier L–R asymmetries of neural gene expression have been described and the mechanisms underlying this process remain unknown.

While many elements of neural development have become evident at the genetic level over the past decade, still more remains to be elucidated. The number of genes expressed within the brain is very high, as evidenced by the Allen Brain Atlas (www.brain-map.org), yet this serves to document expression in the adult brain rather than provide an insight into the expression that led to this organisation. Recent attempts to redress this in the Allen Developing Mouse Brain Atlas are as yet incomplete and comprise four embryonic stages (11.5, 13.5, 15.5, and 18.5 dpc) and currently only a limited set of genes (Henry and Hohmann 2012). To help elaborate the genetic processes underlying brain development, we have transcriptionally profiled mouse brains between 8.5 and 12.5 dpc, the period when neural progenitors shift from proliferation to neuronal differentiation. Furthermore, we have assessed expression of individual genes on the left and right sides of the developing brain. We present data showing 2,400 genes to be differentially expressed in the early stages of mouse brain development. These genes display varying expression profiles, reflecting diverse roles in the molecular and cellular mechanisms underpinning brain structure and function. Gross L–R expression differences were not obvious at any single stage; however, subtle putative differences may be reflected in the results of a stage-independent analysis. Our study provides novel information about differential gene expression in the developing brain, a complex organ linked to a great number of serious human conditions.

## Materials and methods

### Mouse lines and sample preparation

(C3H/HeH × 101/H)F_1_ embryos were dissected at 8.5, 10.5, and 12.5 dpc. Heads were dissected from the body and separated along the midline into left and right hemispheres. RNA was extracted using the Qiagen RNeasy kit (Qiagen, Valencia, CA, USA; catalog No. 74104) with DNAse I digestion according to the manufacturer’s instructions, quantified by NanoDrop 8000 (Thermo Scientific, Waltham, MA, USA), and quality assessed with the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). cDNA was prepared using the High Capacity cDNA Synthesis kit (Applied Biosystems, Foster City, CA, USA).

Quality of hemisphere separation was assessed by quantitative reverse transcriptase polymerase chain reaction (qRT-PCR) analysis for the midline markers *Wnt1* (Mm01300555_g1) and *Shh* (Mm00436528_m1, Applied Biosystems). Correct dissection of the samples was confirmed by equivalent left and right *Wnt1* and *Shh* expression across the midline using β-actin as the reference gene; samples defined as correctly dissected were used for subsequent microarray hybridization. Twelve such validated sample pairs (4 per stage) were analysed for differential gene expression using Illumina microarrays (Illumina, San Diego, CA, USA).

### Microarray hybridization

RNA concentration was normalized to 50 ng/μl, and 11 μl was used to produce biotin-labelled complementary RNA (cRNA) using the Illumina^®^ TotalPrep™-96 RNA amplification kit (Ambion, Life Technologies, Carlsbad, CA, USA; catalog No. 4393543). Biotin-labelled cRNA of 1,500 ng from each sample was hybridized according to the Illumina whole-genome gene expression direct hybridization assay (Illumina, catalog No. 11286340) against the high-density Illumina mouse WG-6_V1.1_R1_11234304 oligonucleotide arrays, designed to detect 46,628 transcripts. The hybridized arrays were washed and then labelled with streptavidin-Cy3. Fluorescence emissions were quantitatively detected using BeadArray Scanner (Illumina) and analysed with BeadStudio software.

### Microarray analysis

The Illumina probe intensities were quantile normalised prior to differential expression using Linear Models for Microarray Data (LIMMA) (Smyth 2005). The model incorporated three factors: hemisphere, mouse, and stage from which the sample was extracted. Differentially expressed probes between stages were identified as those with *B* > 2 for all pairwise comparisons. Hemisphere-specific genes were those with *B* > 1. Statistically overrepresented molecular and biological processing Gene Ontology (GO) terms (http://www.geneontology.org/GO.format.obo-1_2.shtml#S.4) were found for different sets of genes using Database for Annotation, Visualization and Integrated Discovery (DAVID) (da Huang et al. 2009a, b) and the Biological Networks Gene Ontology tool (BINGO) ver. 2.44. The differentially expressed probes identified by LIMMA were *z*-score normalised to centralise and standardise each expression level; normalization is done so the Euclidean distance can be used to cluster. *z*-score normalisation was undertaken to standardise each expression profile over all samples (mean = 0, SD = 1). Subsequently, *k*-means clustering was carried out using the “kmeans” function in R; samples were clustered into nine partitions representing distinctly different expression patterns. The differentially expressed gene lists have been submitted in GEO and can be found at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE44932.

### qRT-PCR analysis

Five micrograms of RNA was isolated from wild-type (C3H/HeH × 101/H) F_1_ embryonic heads at 8.5, 10.5, and 12.5 dpc using the RNeasy mini kit (Qiagen). cDNA was prepared for qRT-PCR using the High Capacity cDNA Reverse transcription kit (Applied Biosystems). qRT-PCR was performed in triplicate on six different heads at each developmental stage for the genes *Dcx* (Mm00438400_m1), *Myt1* (Mm00456190_m1), *Cryba2* (Mm00517617_m1), *Crybb1* (Mm00517828_m1), *Trh* (Mm01182425_g1), *Igdcc3* (Mm00501289_m1), *Slc2a3* (Mm00441483_m1), *Nr6a1* (Mm00599848_m1), *Myh7* (Mm01319006_g1), and *Myl3* (Mm00803032_m1). *Rps11* (Mm02601829_g1) and *β*-*actin* (Mm01205647_g1, Applied Biosystems) were used as the reference genes during the microarray validation and sample dissection validation, respectively. Alterations in gene expression were expressed relative to the mean intensity in 8.5-dpc heads, which were given a standardised value of 1. Negative controls of reactions without cDNA template were included. All reactions were conducted on the Applied Biosystems 7500 Fast Real-Time PCR system using the TaqMan Fast Universal PCR Master mix (catalog No. 4364103).

## Results

### A neuro-developmental expression profile in early brain development

In order to elucidate temporally changing gene expression during early to mid-gestation cranial development, 8.5-, 10.5-, and 12.5-dpc embryonic mouse heads were expression profiled by microarray. These were subdissected along the midline into left and right brain to further allow any L–R neural expression asymmetries to be assessed. The precision of L–R separation was confirmed by expression analysis of the midline markers *Wnt1* and *Shh*, as assessed by quantitative reverse transcriptase polymerase chain reaction (qRT-PCR). Only samples where left and right brain pairs showed equivalent expression for both loci (threshold difference less than 0.2-fold) were chosen for subsequent analysis, thereby minimising any bias for midline genes. 

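Total RNA from the left and from the right side of the head of single F1 mouse embryos was hybridised to Illumina mouse whole-genome BeadChips, on which beads carrying a probe for a transcript report its abundance as an intensity. The 24 arrays came from 12 embryos, 4 each at 8.5, 10.5 and 12.5 dpc, with 1 array for each side of an embryo, so each combination of stage and side holds 4 arrays from 4 animals. The deposited values are intensities of 46643 probes after background subtraction by the scanner software. They are on a linear scale, some are negative, and they had not been quantile normalized. The mean deposited intensity per array ranged at 8.5 dpc from 184.9 to 240.5 (median 215.5) on the left and from 183.4 to 301.2 (median 227.4) on the right. At 10.5 dpc it ranged from 186.6 to 228.5 (median 192.2) on the left and from 177.6 to 241.7 (median 202.1) on the right, and at 12.5 dpc from 149.1 to 232.1 (median 197) on the left and from 154.1 to 323.2 (median 218.9) on the right. A constant of 119.5, which lifts the lowest value to 16, was added before quantile normalization and log2 transformation. Fold changes are therefore on the log2(signal + constant) scale, which understates changes of dim genes. Levels are normalized signals with the constant taken off again, as mean ± SD over the 4 embryos of a stage, both sides of an embryo averaged. LIMMA was fitted to all arrays with stage and side as factors and the embryo as a random block (correlation 0.0893), with p-values adjusted by the Benjamini-Hochberg method over all probes. B is its log odds that a probe is differentially expressed. A gene was measured by the probe of the accession that the study gives and otherwise by its brightest probe. On the second principal component, which held 27.4% of the variance, the right sides of embryos 1 and 2 lay between 20.35 and 31.92 at all 3 stages, the right sides of embryos 3 and 4 between −47.24 and −28.38, and the left sides between −1.205 and 13.05.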

Four sample pairs per embryonic stage were analysed for gene expression using the Illumina microarray platform. The resulting data were analysed for differential gene expression, using Linear Models for Microarray Data (LIMMA) (Smyth 2005). The analysis incorporated three factors: developmental stage, left versus right hemisphere, and the individual embryo. Differentially expressed genes were identified as those having a *B*-value (a measure of statistical significance) greater than 1, indicating statistical significance.

### Identification of gene clusters

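Among genes whose embryos did not overlap between 8.5 and 10.5 dpc, the largest increases included Ckb, the brain-type creatine kinase, from 1728 ± 205 to 17120 ± 2070 (normalized signal, mean ± SD, n = 4 embryos; log2FC 3.22, SE 0.08, adjusted p = 3.13e-18 from LIMMA). Hbb-y, an embryonic beta globin, rose from 801 ± 383 to 5627 ± 1560 (log2FC 2.74), and Elavl3, a neuronal RNA-binding protein, from 31.4 ± 10.7 to 679 ± 139 (log2FC 2.37). Tubb2b, a neuronal beta tubulin, rose by 2.81 in 1 probe and by 1.53 in its brightest probe. The largest decrease was in Etv2, a regulator of blood and endothelial precursors, from 1667 ± 59.3 to 31.6 ± 6.79 (log2FC −3.56, SE 0.06, adjusted p = 2.73e-21). Prtg, a cell surface protein of the early neural tube, fell from 6534 ± 421 to 943 ± 396 and then to 63.8 ± 15.3 (log2FC −2.73 and −2.46). Between 10.5 and 12.5 dpc the membrane protein gene Tmem130 rose by 3.42 (adjusted p = 3.72e-11), the transcription factor gene Nfib, needed for forebrain and glial development, by 2.96 (adjusted p = 1.39e-11), and Ttr, the transthyretin of the choroid plexus, by 2.96 (adjusted p = 7.12e-05). Ttr varied widely between the 12.5-dpc embryos, at 1874 ± 1481. Over the same interval Hbb-bh1, another embryonic beta globin, fell from 23880 ± 3010 to 5002 ± 3046 (log2FC −2.49) and Fndc3c1 fell from 1713 ± 396 to 255 ± 114 (log2FC −2.33). The beta globin gene Hbb-bs, by contrast, rose in 1 probe from 588 ± 660 to 5081 ± 2444 (log2FC 3.10, adjusted p = 7.51e-05). At an adjusted p under 0.05, 4994 of the 46643 probes differed between 8.5 and 10.5 dpc (2291 higher and 2703 lower at 10.5 dpc), 4867 between 10.5 and 12.5 dpc (2762 higher and 2105 lower at 12.5 dpc), and 9708 between 8.5 and 12.5 dpc (4591 higher and 5117 lower at 12.5 dpc). The counts depend on the arrays and the block: on the right sides alone they were 1576, 1903 and 4946, and with the 4 groups of arrays formed by side and by embryos 1 and 2 or 3 and 4 as a block, chosen after seeing the data, 7862, 7978 and 12902. Within the right sides of embryos 1 and 2 they were 2595, 2476 and 6759, and within those of embryos 3 and 4 2664, 3212 and 6518, likewise chosen. The right sides together thus gave fewer calls than either of these groups. A call lost on the right sides alone is therefore no sign that the change is absent there.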

When gene expression analysis was conducted with respect to developmental stage, irrespective of hemisphere, a significant number of genes demonstrated expression changes. 

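At a log2FC beyond 2 in size together with a B over 2 in at least 1 of the 3 pairwise comparisons, 238 probes for 197 named genes passed. Between 8.5 and 10.5 dpc 46 probes passed (30 higher and 16 lower at 10.5 dpc), between 10.5 and 12.5 dpc 45 (41 higher and 4 lower), and between 8.5 and 12.5 dpc 223 (182 higher and 41 lower). Tubulin-binding Mapt and the neural transcription factor gene Myt1 passed on the higher side, Mapt moving from 25.7 ± 7.31 at 8.5 dpc to 2714 ± 926 at 12.5 dpc (log2FC 4.24, SE 0.14, adjusted p = 3.56e-16 from LIMMA). The DNA methyltransferase gene Dnmt3b and the glycolytic enzyme gene Aldoa passed on the lower side, Dnmt3b moving from 5244 ± 379 to 566 ± 87.6 (log2FC −2.97, SE 0.08, adjusted p = 6.46e-18). With a B over 2 and no limit on the fold change, 5101 probes passed in at least 1 comparison and 538 in all 3. The first count moved with the treatment of dim signals: it was 512 after normexp background correction with an offset of 16 and 1690 with signals below 1 raised to 1, settings chosen after seeing the data.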

Exactly 2,400 genes were identified as showing a log of fold change (log_2_FC) greater than 2 and a *B* value greater than 2. Using *k*-means clustering, nine clusters were identified on the basis of similar patterns of changing gene expression (Fig. 1). 

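Applied to the 238 probes that passed, k-means with 9 centres and 50 random starts gave groups of 4 to 76 probes, which were paired 1 to 1 with the study's 9 clusters so that as many of its Table 1 examples as possible fell in the group of their own cluster. Of 35 examples among these probes, 28 (80%) fell in the paired group. The group paired with cluster 2 held 76 probes and 14 of that cluster's examples, among them Snap25 and Stmn3, while Dcx, Myt1 and Nrn1 lay in other groups. Its mean z-score rose from −1.09 at 8.5 dpc through −0.14 to 1.23 at 12.5 dpc. The group paired with cluster 4 held 8 probes, among them the crystallin genes Cryba1, Cryba2, Cryba4 and Crybb1 (mean z-scores −0.73, −0.42 and 1.15). The group paired with cluster 8 held 4 probes, for the muscle sarcomere genes Myh7, Myl3, Myl4 and Tnnt2 (1.08, −0.85 and −0.23). There were 28 probes for cluster 3 (−0.79, −0.51 and 1.31), 18 for cluster 6 (0.96, 0.24 and −1.20) and 26 for cluster 9 (1.29, −0.41 and −0.88). The groups left for clusters 1, 5 and 7 shared no example with them, so that these 3 pairings are interchangeable: 36 probes (−1.28, 0.31 and 0.97), 33 probes (−1.03, −0.11 and 1.14) and 9 probes (−1.15, 0.85 and 0.30). Among the 5101 probes with a B over 2, 105 of 148 examples fell in the paired group. The examples were chosen by the study on these arrays, so they are not independent evidence of a direction.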

Each cluster represents a unique trend during development. 

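Of the 238 probes, 143 were higher at 10.5 than at 8.5 dpc and higher again at 12.5 dpc, at an adjusted p under 0.05 in each step, among them probes of the neuronal genes Cntn2, Stmn2 and Elavl3. A rise in the second step alone was found for 30 probes, including those of Reln, the extracellular guide of cortical layering, and of the glutamate receptor subunits Gria1 and Gria2. A rise in the first step alone was found for 12, including Ckb and Hbb-y. On the other side, 31 probes fell in both steps, among them Lin28a, which blocks let-7 maturation in early embryonic cells, and Sall4, a transcription factor gene of pluripotent cells. Another 12 probes fell in the first step alone, including Edn1, Sox10, Myl3 and Myl4, and 4 in the second alone, those of Crabp1, Fndc3c1, Hbb-bh1 and Igdcc3, of which Crabp1 was named after its values were seen. In total 185 probes moved only upwards, 47 only downwards and 6 in opposite directions in the 2 steps, Gbx2 and Myh7 among them. Among the 5101 probes with a B over 2, the largest classes were a rise in the second step alone (1081), a fall in the first step alone (1066) and a rise in both (857), followed by a fall in both (621), a fall in the second alone (569) and a rise in the first alone (566), and 75 passed in neither step.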

Clusters 1-4 represent increasing expression and clusters 6–9 represent decreasing expression (Fig. 1). Cluster 1 shows an increase in expression between 8.5 and 10.5 dpc and stable expression thereafter. Cluster 2 consists of genes that display an increase in their expression levels at every developmental stage. Clusters 3 and 4 (while clearly distinct) both contain genes with stable expression at 8.5 and 10.5 dpc but increasing at 12.5 dpc. In contrast, cluster 6 contains genes with stable expression at 8.5 and 10.5 dpc that decreases at 12.5 dpc. Clusters 7 and 8 are obviously distinct, yet both consist of genes that display a decrease in expression between 8.5 and 10.5 dpc and remain stable after that stage. Cluster 9 contains genes that display a gradual decrease in their expression at each developmental stage studied between 8.5 and 12.5 dpc. Strikingly, cluster 5 demonstrates relatively stable expression during development, when each stage is averaged; something the screen was not designed to do. 

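Of the genes that Table 1 lists for cluster 5, 10 were measured. At 12.5 dpc Twist1, a transcription factor gene of the cranial mesenchyme, was at 509 ± 330 with embryo 1 at 59.2, and the growth factor gene Igf1 at 129 ± 88.8 with embryo 1 at 21.4. At 8.5 dpc the kinase gene Cdk4 was at 2776 ± 1102. The left and right sides of an embryo shared much of this variation: the median intraclass correlation within stages over the 10 genes was 0.563, against a median of 0.267 over random gene sets of like brightness (central 95% from 0.047 to 0.478). The study chose these genes on these arrays and the random sets match brightness alone, so a higher value was partly fixed beforehand. Over the examples of the other clusters the median ranged from 0.309 in cluster 9 to 0.891 in cluster 4. Leaving out 1 embryo at a time, the value for cluster 5 ranged from 0.399 to 0.638, the lowest without 8.5-dpc embryo 1 and inside the range of random sets there (0.00553 to 0.437). Of the variance within stages, a median of 56.5% in these genes lay between 4 groups of arrays, the left or right sides of embryos 1 and 2 or of embryos 3 and 4, against 24.5% over all probes and 14.29% by chance. These groups were chosen after seeing the data.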

There is, however, significant variation in the levels of gene expression within individual developmental stages, which explains why these genes were identified.

**Fig. 1:**
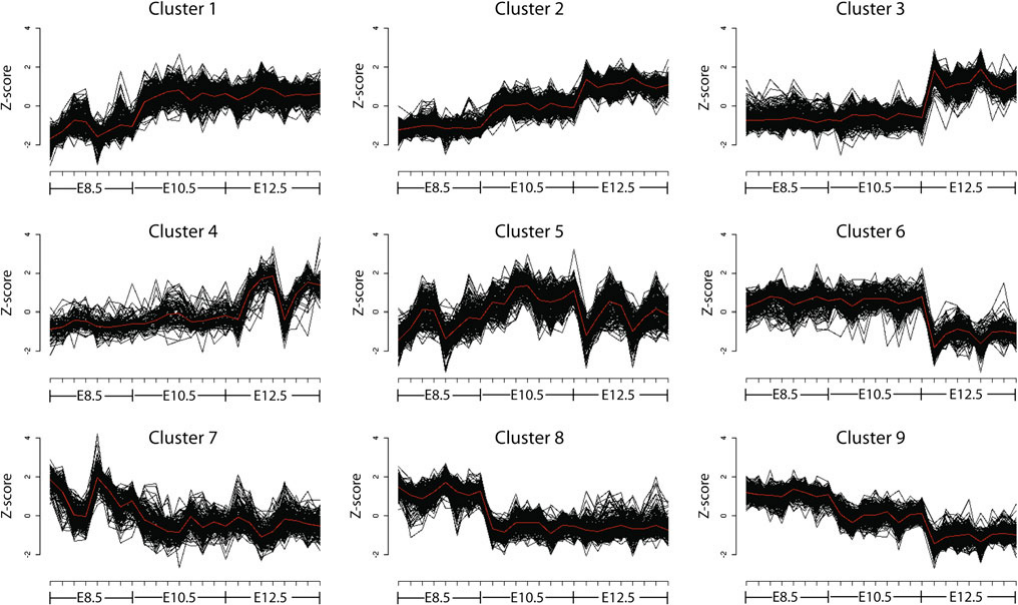
A total of 2,400 genes, differentially expressed at 8.5–12.5 dpc, were clustered into nine partitions according to their pattern of gene expression. *Clusters 1–4* represent increasing expression during development, *cluster 5* shows stable expression levels at the three developmental stages, and *clusters 6–9* correspond to decreasing gene expression across development. The gene expression pattern for each cluster is illustrated by a *thick red line* (Color figure online)

In order to further understand the nature of these gene clusters, gene ontology (GO) terms for biological processes and molecular functions were collected, initially for all nine clusters together (Supplementary Tables 1 and 2) and then, to allow for a more meaningful interpretation, for each cluster separately. Statistically overrepresented GO terms within each cluster were identified using the Database for Annotation, Visualization and Integrated Discovery (DAVID) (da Huang et al. 2009a, b). Cluster 5, the relatively stable expression cluster, comprises 144 genes (Fig. 1). 

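Of the 10 measured examples of this cluster, 7 rose between 8.5 and 10.5 dpc and 4 of these fell by 12.5 dpc. E2f2, a transcription factor gene of S-phase entry, rose from 267 ± 21.2 to 538 ± 36.4 (log2FC 0.76, SE 0.08, adjusted p = 1.97e-07 from LIMMA) and fell to 340 ± 34.3 (log2FC −0.51, adjusted p = 4.09e-05, or 0.0622 with median scaling in place of quantile normalization). Mecom, a zinc finger transcription factor gene, and Arhgef39 also rose (0.42 and 0.41) and fell (−0.30 and −0.34), but neither change passed on the right sides alone for Mecom (adjusted p = 0.0588 and 0.212) or with median scaling for Arhgef39 (0.0583 and 0.455). The other fall, of the T-box gene Tbx2 (log2FC −0.41, adjusted p = 0.0444), was not called with the replicate number as a block (0.063), nor without 10 of the 12 embryos in turn (0.0583 to 0.249). Casp6, an apoptosis protease, and Taf12, a subunit of the general transcription machinery, rose from 834 ± 198 to 1219 ± 212 and from 992 ± 175 to 1280 ± 109. These rises were lost with median scaling (adjusted p = 0.166 and 0.359) and on embryo means (0.191 and 0.0999), that of Casp6 also without 6 of the 12 embryos in turn (0.0513 to 0.173) and that of Taf12 without 8.5-dpc embryo 1 (0.0803) or 10.5-dpc embryo 2 (0.0522). The cyclin gene Ccnd1 rose by 0.59 (adjusted p = 6.03e-05, 0.0643 with median scaling), and its log2FC of −0.24 from 10.5 to 12.5 dpc passed only with the replicate block (0.104 without and 0.00503 with it). By 12.5 dpc Casp6 and Taf12 passed only with that block (log2FC −0.43 and −0.26, adjusted p = 0.0807 and 0.0872 without it and 0.00214 and 0.00792 with it). Cdk4, Igf1 and Twist1 did not pass in either step, although Igf1, at 114, 255 and 129, passed in both with the replicate block (adjusted p = 0.0361 and 0.0452).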

Perhaps unsurprisingly, around two-thirds of these genes were associated with metabolic processes and one-third were relevant to biological regulation (Table 1). When we investigated possible molecular function through GO, we identified three molecular function GO terms with enrichment scores between 1.7 and 1.4. These contained peroxidase activity, transcription factor activity, and protein dimerization activity (Fig. 2b). Overexpression of glutathione peroxidase 1 is known to protect the developing mouse brain from hypoxic-ischemic injury (Autheman et al. 2012), reflecting the significance of peroxidase activity in brain development. 

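Of 9 genes of glutathione peroxidases, peroxiredoxins and catalase, 2 rose and 2 fell between 8.5 and 10.5 dpc, and 0 rose and 2 fell by 12.5 dpc. The list was not called by limma's camera test in either step. Gpx4, which removes lipid peroxides, rose from 4440 ± 473 to 6906 ± 532 (log2FC 0.63, SE 0.10, adjusted p = 5.71e-05) and the peroxiredoxin gene Prdx2 by 0.44, while the extracellular Gpx3 fell from 1178 ± 214 to 552 ± 167 and 271 ± 79.8 (log2FC −0.97 and −0.78). On the right sides alone none of these 3 genes passed (adjusted p = 0.124 to 0.543), and Prdx2 did not with median scaling (0.0501). Gpx1, the main intracellular glutathione peroxidase, was at 6586 ± 2095, 8843 ± 1232 and 7346 ± 2097 (adjusted p = 0.188 in the first step, and 0.0122 with the replicate block). Otx2, a homeobox gene of the fore- and midbrain, did not pass in either step, at 454 ± 126, 380 ± 201 and 253 ± 76.1 (log2FC −0.26 and −0.36, adjusted p = 0.732 and 0.606). The proneural gene Neurog1 stayed dim at 27.5 ± 6.63, 36.4 ± 10.1 and 32.4 ± 9.3, while Neurog2 rose in both steps, from 51.9 ± 3.1 to 327 ± 125 and 936 ± 183 (log2FC 1.33 and 1.25, SE 0.16, adjusted p = 1.7e-06 and 3.82e-06).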

Transcription factor activity, on the other hand, involves a number of key regulators of developmental processes, such as Otx2, which is required for the early specification of the brain (Gat-Yablonski 2011), or Neurog1/2, which coordinate the development of the olfactory system (Shaker et al. 2012).

**Table 1:** A total 2,400 differentially expressed genes grouped into nine clusters according to their expression patterns and described by their relevant GO terminology according to DAVID

GO term	GO term ID	No. genes	Gene examples
Cluster 1: 212 genes			
Anatomical structure development	GO:0048856	34	*Notch4*, *Wnt9a*, *Robo4*, *Dll1*, *Slit2*, *Sox8*
Cell fate commitment	GO:0045165	9	*Hes5*, *Dll1*, *Notch4*, *Tgfbr1*, *Sox8*, *Nr2e1*, *Foxn4*, *Ptf1a*, *Ascl1*
Inner-ear development	GO:0048839	4	*Hes5*, *Dll1*, *Muted*, *Pou3f4*
Metabolic process	GO:0008152	100	*Fads2*, *Nxn*, *Ccnc*, *Insig1*, *Glud1*
Gliogenesis	GO:0042063	3	*Slit2*, *Nr2e1*, *Ascl1*
Cell migration	GO:0016477	7	*Slit2*, *Sdcbp*, *Tgfbr1*, *Robo4*, *Unc5c*, *Nr2e1*, *Ascl1*
Genes not associated with GO terms		55	
Cluster 2: 343 genes			
Nervous system development	GO:0007399	39	*Neurog2*, *Kif5c*, *Sema4a*, ***Dcx***, *Gata2*, *Lhx8*
Neuron differentiation	GO:0030182	22	*Klf7*, *Myo6*, *Nrn1*, *Mapt*
Neurogenesis	GO:0022008	24	*Cntn2*, *Timp2*, *Stmn3*, *Stmn1*
Developmental process	GO:0032502	81	*Rb1*, *Isl1*, *Zic3*, ***Myt1***, *Sema6c*, *Cdkn1a*
Regulated secretory pathway	GO:0045055	11	*Syn1*, *Syt1*, *Cadps*, *Cplx1*
Cellular localization	GO:0051641	34	*Slc1a3*, *Hap1*, *Lin7a*, *Rab3d*
Vesicle-mediated transport	GO:0016192	24	*Snap25*, *Rab2*, *Stx7*, *Syp*
Central nervous system development	GO:0007417	12	*Lhx1*, *Lxh2*, *Lxh8*, *Gata2*, *Neurog2*
Genes not associated with GO terms		96	
Cluster 3: 260 genes			
Localization	GO:0051179	68	*Ephb1*, *Syt5*, *Scg2*, *Nrxn3*, *Tekt2*
Transport	GO:0006810	56	*Gria2*, *Slc1a1*, *Tubb4*, *Gdi1*
Synapse organisation and biogenesis	GO:0050808	9	*Nlgn3*, *Agrn*, *Nrxn1*, *Cacng2*
Cell projection organisation and biogenesis	GO:0030030	18	*Mt3*, *Tbr1*, *Gbx2*
Nervous system development	GO:0007399	26	*Chrd*, *Neurod2*, *Celsr3*
Axonogenesis	GO:0007409	12	*Reln*, *Chl1*, *Sema4f*, *Nfasc*
Ion transport	GO:0006811	24	*Camk2b*, *Cacna2d2*, *Kcnq2*, *Gria1*, *Atp6ap1*
Behaviour	GO:0007610	11	*Accn2*, *Gabrg2*, *Atp1a2*, *Mecp2*
Learning and/or memory	GO:0007611	5	*Accn2*, *Atp1a2*, *Amph*, *Gria1*, *Neurod2*
Genes not associated with GO terms		31	
Cluster 4: 78 genes			
Anatomical structure development	GO:0048856	32	*Cryba1*, *Pax1*, *Twist2*, *Anxa2*
System development	GO:0048731	28	*Eln*, *Actg2*, *Robo3*, *Anxa2*
Sensory organ development	GO:0007423	12	***Crybb1***, *Cryba4*, *Cryba1*, ***Cryba2***
Eye development	GO:0001654	6	*Lim2*, *Crygc*, *Crygs*, *Crygd*, *Mip*, *Mab21l2*
Genes not associated with GO terms		0	
Cluster 5: 144 genes			
Metabolic process	GO:0008152	78	*Taf12*, *Cdk4*, *Casp6*, *Ccnd1*, *Igf1*, *Evi1*, *Twist1*
Biological regulation	GO:0065007	45	*Tbx2*, *E2f2*, *Cdkn3*, *Cdk4*, *E130306D19Rik*
Genes not associated with GO terms		21	
Cluster 6: 129 genes			
Cell cycle	GO:0007049	25	*H2afx*, *Nde1*, *Gspt1*, *Ccne1*, *Fgf8*, *E2f3*
DNA-dependent DNA replication	GO:0006261	7	*Ccne2*, *Mcm2*, *Hus1*
Metabolic process	GO:0008152	76	*Tead2*, *Rad54l*, ***Igdcc3***, *Ipo8*, *Yap1*, ***Trh***, *Pdk3*
DNA repair	GO:0006281	8	*Fen1*, *Rad51ap1*, *Rfc5*, *Chaf1b*
Genes not associated with GO terms		13	
Cluster 7: 85 genes			
Amino acid metabolic process	GO:0006520	5	*Mat2a*, *Lars*, *Shmt2*, *Srr*, *Sdsl*
Tube morphogenesis	GO:0035239	5	*Tsc2*, *Pbx1*, *Nppb*, *Lmo4*, *Nppa*
Anatomical structure morphogenesis	GO:0009653	8	*Arnt*, *Tube1*, *S100a6*
Genes not associated with GO terms		67	
Cluster 8: 135 genes			
Organ morphogenesis	GO:0009887	17	*Tbx1*, *Wnt1*, *Hoxa2*, *Hoxb2*, *Gnas*
Anatomical structure development	GO:0048856	32	*Sufu*, ***Nr6a1***, *Sox10*, *Msh2*, ***Myh7***, *Nkx2*-*3*, ***Myl3***
Cell differentiation	GO:0030154	26	*Casp9*, *En1*, *Egfl7*
Skeletal morphogenesis	GO:0048705	4	*Tbx1*, *Hoxa2*, *Gnas*, *Tcfap2a*
Ear morphogenesis	GO:0042471	4	*Tbx1*, *Hoxa2*, *Wnt1*, *Edn1*
Anterior/posterior pattern formation	GO:0009952	4	*Tbx1*, *Wnt1*, *En1*, *Ifitm1*
Cell motility	GO:0006928	9	*Tbx1*, *Pten*, *Itga3*, *Enah*, *Nisch*, *Egfl7*, *Msh2*, *Podxl*, *Lama5*
Muscle development	GO:0007517	8	*Tbx1*, ***Myh7***, *Acta1*, *Pten*, ***Myl3***, *Actc1*, *Tnnt2*, *Lama5*, *Mef2c*
Blood vessel morphogenesis	GO:0048514	6	*Tbx1*, *C1galt1*, *Pten*, *Edn1*, *Egfl7*, *Mef2c*
Neural crest cell development	GO:0014032	3	*t*-*box 1*, *endothelin 1*, *laminin*, *alpha 5*
Genes not associated with GO terms		22	
Cluster 9: 196 genes			
RNA processing	GO:0006396	13	*Pa2g4*, *Exosc5*, *6720458F09Rik*, *2510012J08Rik*, *Srpk1*
Glucose metabolic process	GO:0006006	8	*Pkm2*, *Hk2*, *Gpd2*, *Gpi1*, ***Slc2a3***, *Pdk1*, *Tpi1*, *Eno3*, *Pfkl*
DNA repair	GO:0006281	9	*Pold1*, *Fancd2*, *Supt16h*, *Fanca*, *Mutyh, Brca2*, *Pole*, *Ruvbl2*, *Lig3*
DNA replication	GO:0006260	7	*Gtpbp4*, *Mcm5*
Genes not associated with GO terms		159	

The number of genes as well as examples of representative genes are shown for each cluster. GO processes are described and indicated by their GO term ID number. The ten genes tested by qRT-PCR are highlighted in bold. The genes with the highest individual changes over the stages analysed are summarized in Supplementary Table 4

**Fig. 2:**
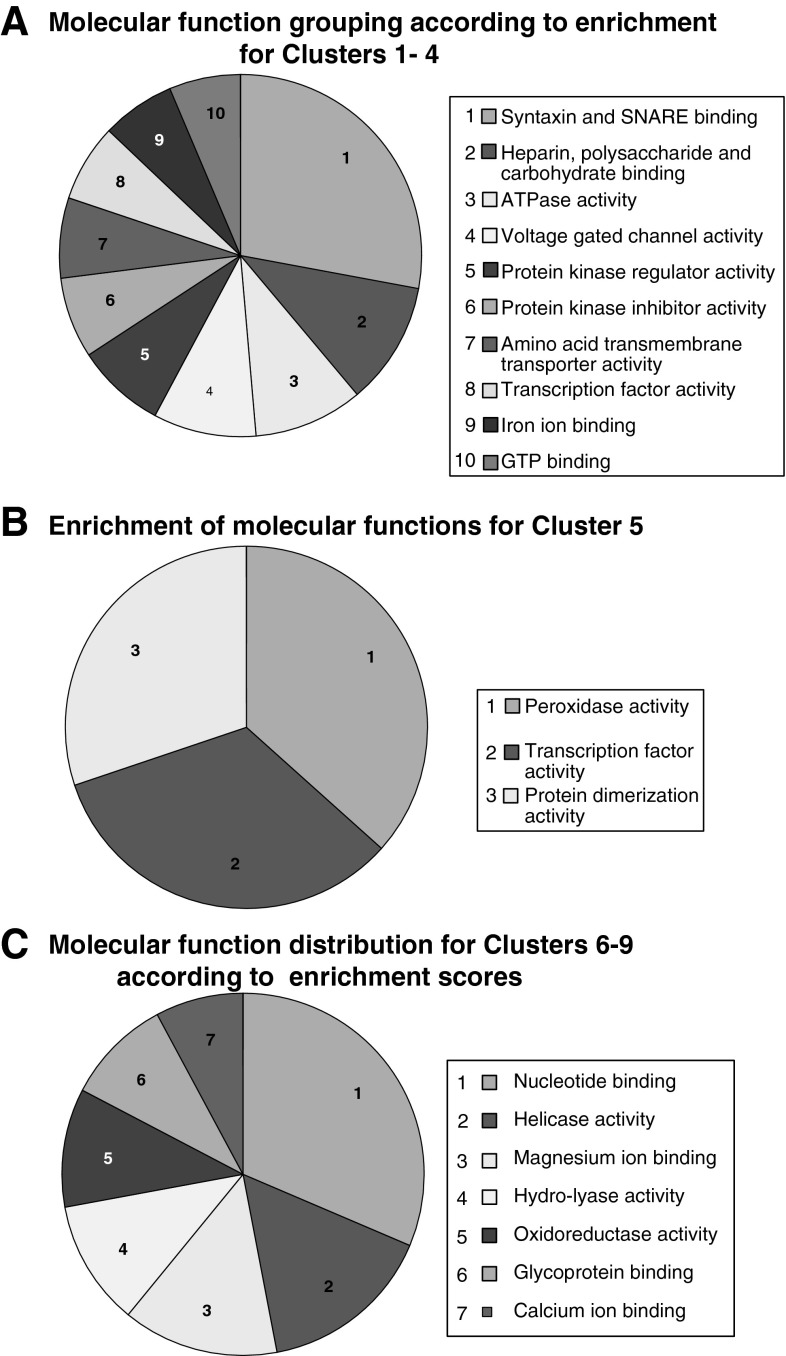
Representation of annotated molecular functions for clusters 1–9 according to enrichment scores. The investigation of molecular functions was conducted by DAVID; molecular functions are illustrated as *pie charts* according to their enrichment score. The greatest number of significant molecular functions was obtained for clusters 1–4 [10 clusters with enrichment scores ranging between 4.56 and 1.04 and *p* values ranging between 5.3E^−6^ and 9.6E^−2^ (**a**)], followed closely by clusters 6–9 (**c**). **b** Cluster 5, which included genes that showed stable levels of gene expression in the three developmental stages, consisted of three molecular functions with similarly significant enrichment scores

### Genes with increasing expression during development

Clusters 1–4 were associated with increasing gene expression. 

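Of 20 measured genes that Table 1 lists as examples of cluster 1, 18 rose between 8.5 and 10.5 dpc and 2, Ccnc and Sdcbp, did not pass (adjusted p = 0.085 and 0.0576, but 0.0146 and 0.0387 with the replicate number as a block). Another probe of Ccnc went the opposite way. Of those 18, 14 did not pass by 12.5 dpc and 4 fell. Pou3f4, a POU-domain transcription factor gene of the brain and inner ear, rose from 19.7 ± 8.61 to 330 ± 58.7 (log2FC 1.66, SE 0.14, adjusted p = 5.65e-09 from LIMMA) and was at 391 ± 72.1 at 12.5 dpc. The Notch target Hes5 rose by 1.41, the neural stem cell receptor gene Nr2e1 by 1.11, the axon guidance gene Slit2 by 1.09 and the Notch ligand gene Dll1 by 0.59. The study chose these examples on the same arrays, so their direction is not independent evidence. Of 17 genes of proneural and Notch function, 3 of them also such examples, 6 rose and 0 fell between 8.5 and 10.5 dpc (7 rose when adjusted over the list alone). The list was called by limma's camera test, adjusted p = 1.32e-05, and adjusted p = 0.0246 with an estimated correlation. On it 10.5-dpc embryo 2 stood highest, at a mean log2 value of 8.291 against 8.074 in the other 3. The largest rises were in the Notch feedback gene Nrarp, from 473 ± 78.9 to 2124 ± 286 (log2FC 1.92), and in the neuroendocrine transcription factor gene Insm1 (log2FC 1.82). By 12.5 dpc 1 member rose and 2 fell, with no call for the list. Of 14 genes of neuroepithelium and radial glia, 1 of them also an example, 5 rose and 1 fell in the first step (5 and 2 when adjusted over the list alone), a call at adjusted p = 0.0113 that does not hold with an estimated correlation (adjusted p = 0.0706) or with signals below 1 raised to 1 (0.0817), a setting chosen after seeing the data. Nes, an intermediate filament gene of neural progenitors, rose from 79.3 ± 25.4 to 340 ± 66.9 (log2FC 1.21), and its log2FC of −0.37 by 12.5 dpc passed only with the replicate block (adjusted p = 0.00612, against 0.139 without). The RNA-binding Msi1 fell by 0.28 on the log2 scale, a call lost on embryo means (adjusted p = 0.0647), on the right sides alone (0.542) and without 8.5-dpc embryo 1 (0.0601) or 2 (0.05).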

Cluster 1, consists of 212 genes that showed an increase in expression between 8.5 and 10.5 dpc, followed by stable expression. When the GO terms for biological processes were examined, terms associated with anatomical structure development, cell fate commitment, inner ear development, metabolic processes, gliogenesis, and cell migration were present (Table 1). Clearly changes in “inner ear development” gene expression fit with the known timing of ear development. Both gliogenesis and cell migration would be expected to change in line with the development of brain structures at these stages.

In contrast to the increase in expression between 8.5 and 10.5 dpc observed for cluster 1, the 343 genes in cluster 2 showed continuously increasing expression between stages. Such temporal expression changes would be consistent with the expected increase in more terminally differentiated, neuronal cell types. Indeed, GO term analysis identified nervous system development, neuronal differentiation, neurogenesis, and developmental processes as significant biological processes (Table 1). 

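Of 32 measured examples of cluster 2 in Table 1, 31 rose between 8.5 and 10.5 dpc, 29 rose between 10.5 and 12.5 dpc and 28 in both steps, with median log2FC of 0.90 and 1.28. A log2FC beyond 2 and a B over 2 were reached by 17. Cntn2, an axonal cell adhesion protein gene, rose from 18.7 ± 1.67 to 589 ± 172 and 2415 ± 414 (log2FC 2.31 and 1.87, SE 0.15, adjusted p = 2.25e-10 and 5.25e-09 from LIMMA). Stmn3, a microtubule regulator, rose by 2.02 and 1.96, the axonal motor gene Kif5c by 1.07 and 1.50, and the LIM homeobox gene Lhx1 by 1.00 and 1.40. Being the study's own choice on these arrays, the examples are not independent evidence of their direction. Of 23 genes of pan-neuronal differentiation, a list of which 7 members are also Table 1 examples, 15 rose in the first step and 16 in the second, and none fell (15 and 17 rose when adjusted over the list alone). Stmn2, another stathmin of growing axons, rose from 133 ± 18.8 to 1075 ± 284 and 3537 ± 290 (log2FC 2.21 and 1.65) and Dpysl3, which acts in growth cones, by 1.49 and 1.68. Rbfox3 and Myt1l, markers of maturing neurons, rose in the second step alone (log2FC 1.46 and 1.79). Limma's camera test called the list in both steps (adjusted p = 1.5e-15 and 5.11e-15), and adjusted p = 0.0706 with an estimated correlation in each. At 12.5 dpc embryo 1 stood above the mean of the other embryos by 0.419 (log2) on this list.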

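Of 20 genes of synaptic vesicles and SNARE complexes, 7 of them also Table 1 examples, 10 rose and 1 fell between 8.5 and 10.5 dpc (11 and 1 when adjusted over the list alone), and 17 rose and 0 fell between 10.5 and 12.5 dpc (18 rose when adjusted over the list alone). Slc17a6, the vesicular glutamate transporter of early neurons, rose from 28.6 ± 7.71 to 408 ± 141 and 2326 ± 450 (log2FC 1.79 and 2.24, SE 0.14, adjusted p = 2.02e-09 and 6.57e-11 from LIMMA). The calcium sensor genes Syt1 and Syt4 rose by 0.88 and 1.09 in the first step and by 2.07 and 2.36 in the second, and the vesicle membrane protein gene Syp by 1.18 and 1.53. Slc32a1, which loads GABA and glycine into vesicles, rose from 182 ± 112 to 1350 ± 496 in the second step (log2FC 2.29). Its first rise (0.73, adjusted p = 0.00661) was not called with the replicate block (0.0836) or with median scaling (0.0778). Nsf, the ATPase that takes SNARE complexes apart, was the member that fell, by 0.34 on the log2 scale (adjusted p = 0.0237), and it rose again by 0.35 (adjusted p = 0.0215). Neither change was called with the replicate block (0.09 and 0.0837) or with median scaling (0.119 and 0.163), and 1 or both were lost without each of 6 embryos (0.0589 to 0.11). Camera called the list in both steps (adjusted p = 9.18e-06 and 1.19e-18), but not with an estimated correlation (adjusted p = 0.546 and 0.102). On it embryo 1 stood above the mean of the other 12.5-dpc embryos by 0.563 (log2).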

Regulated secretory pathways, cellular localization, and vesicle-mediated transport were also identified terms, arguing that these too relate to the increasing neuronal function and possibly to axonal growth and signalling at synapses. Furthermore, vesicle-mediated transport has been demonstrated to be important for the release of gliotransmitters into the extracellular space, enabling communication between astrocytes and neurons (Kreft et al. 2009). Indeed, all of the biological GO terms identified for this cluster would be predicted to increase in line with continuing development and specialisation of cells within the embryonic brain.

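Of 27 measured genes that Table 1 gives as examples of cluster 3, 26 rose between 10.5 and 12.5 dpc, 21 of them without passing in the step before. The median log2FC was 0.09 in the first step and 1.08 in the second. Reln, an extracellular protein of the first cortical neurons, was at 350 ± 43.4 and 281 ± 43.7 and then rose to 1816 ± 803 (log2FC 2.19, SE 0.16, adjusted p = 1e-09 from LIMMA). The AMPA receptor subunit genes Gria2 and Gria1 rose from 45.6 ± 10.4 to 665 ± 327 (log2FC 2.17) and from 34.5 ± 11.2 to 453 ± 252 (log2FC 1.80). The transcription factor genes Neurod2 and Tbr1 of cortical glutamatergic neurons rose by 1.74 and 1.06. Before this rise, 3 examples had fallen: Gbx2, a homeobox gene of the anterior hindbrain, from 1391 ± 186 to 448 ± 36.1 (log2FC −1.41, then 2.26), the kinase gene Camk2b (−0.94) and the endocytosis gene Amph (−0.47). Camk2b was not called on the right sides alone (adjusted p = 0.0734), nor Amph with the replicate block (0.137), with median scaling (0.0749) or without 8.5-dpc embryo 3 or 4 or 10.5-dpc embryo 1 (0.0965 to 0.133). The examples are the study's choice on these arrays and not independent evidence of their direction.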

Cluster 3 comprises 260 genes that showed stable expression until 10.5 dpc and then increased by 12.5 dpc. Analysis of the genes affiliated with it revealed enriched biological process GO terms that included localization, transport, synapse organisation, and biogenesis. These all fit well with the concept of advancing neural development and differentiation which are expected in the 12.5-dpc embryo. Nervous system development, axonogenesis, and ion transport were also identified as biological processes associated with cluster 3. Indeed, signs of axonogenesis are known to be exhibited by 12.5 dpc by Purkinje cells in the developing mouse lateral cerebellum (Miyata et al. 2010).

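Of 15 measured Table 1 examples of cluster 4, 14 rose between 10.5 and 12.5 dpc, 13 of them without passing in the step before, with a median log2FC of 1.06. The lens protein genes Cryba1 and Cryba4 were near background at 8.5 and 10.5 dpc and reached 1288 ± 937 and 1049 ± 828 at 12.5 dpc (log2FC 2.96 and 2.57, SE 0.54 and 0.44, adjusted p = 0.000377 and 0.000176 from LIMMA). On the right sides alone Cryba1 and the gene Pax1 did not pass (0.0637 and 0.132), nor Pax1 on embryo means (0.0552). Anxa2, a membrane-binding protein gene of epithelia and mesenchyme, rose from 2835 ± 289 to 7123 ± 2837 (log2FC 1.17), and Pax1, of the sclerotome and pharyngeal pouches, from 26 ± 6.27 to 215 ± 142 (log2FC 1.06). Twist2, of the mesenchyme, did not pass, at 451 ± 214 and 772 ± 563. The left and right sides of an embryo varied together, with a median intraclass correlation within stages of 0.891 over the 15 genes. The stage fit gives all probes a shared correlation of 0.0893, so for these genes it counts the sides as nearly independent. The SE and adjusted p above are therefore likely too small. Embryo 1 of 12.5 dpc was the lowest of its stage for all 15 genes, by different amounts: Cryba1 was at −13.3 there, against 1286, 1727 and 2153, Anxa2 at 2895, against 8712, 8803 and 8083, and the elastin gene Eln at 61.7, against 65.9, 129.9 and 102.7. The examples were picked by the study on these arrays and are not independent evidence of direction.

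**Figure D1:**
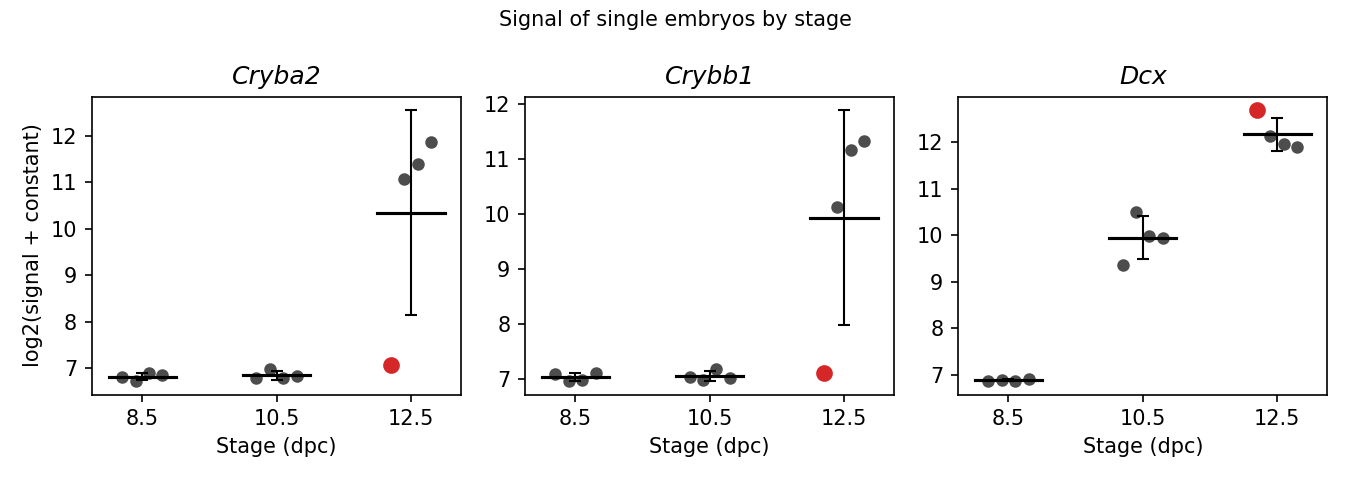
Normalized signal of single embryos, as log2(signal + constant), against stage in dpc for Cryba2, Crybb1 and Dcx. Each point is 1 embryo with both sides averaged, a horizontal line marks the mean of each stage, and the bars are the SD over 4 embryos. The red point is embryo 1 of 12.5 dpc, the lowest of its stage for Cryba2 and Crybb1 and the highest for Dcx.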

Finally, the LIMMA *z*-score algorithm clearly identified cluster 4 as separate from cluster 3, although it too showed expression that increases at 12.5 dpc; noticeably there is variation in expression levels between individual 12.5-dpc samples in this cluster (Fig. 1). The cluster contains 74 genes that, when analysed in DAVID, identified enrichment for the biological process GO terms of anatomical structure development, system development, sensory organ development, and eye development (Table 1). These are GO terms distinct from those identified for cluster 3. It is easy to see how these GO terms could be explained with respect to the known changes in head structure and development that occur between 10.5 and 12.5 dpc, the stages when the development of most substructures in the head is fast progressing.

Following the analysis of the GO terms for biological processes, an analysis of the GO terms for molecular function of the increasing-expression clusters (1–4) was also undertaken. When analysed separately, none of the rising clusters revealed any statistically significant results (data not shown). However, when the clusters were considered as a whole, statistically significant molecular function GO terms were identified. The most significant molecular functions were syntaxin and SNARE binding (Fig. 2a), both of which play an essential role in vesicle-mediated transport. 

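Snap25, a SNARE protein gene of the presynaptic membrane, rose from 38.2 ± 4.83 at 8.5 dpc to 511 ± 60.7 at 10.5 dpc and 1935 ± 390 at 12.5 dpc (log2FC 1.99 and 1.70, SE 0.10, adjusted p = 2.24e-12 and 2.59e-11 from LIMMA). Cplx1, which binds assembled SNARE complexes, rose from 38.7 ± 3.56 to 231 ± 44.6 and 844 ± 232 (log2FC 1.13 and 1.44). Stx7, a syntaxin gene of endosomes, was brighter from the start and rose from 292 ± 98.4 to 553 ± 103 and 1633 ± 278 (log2FC 0.73 and 1.38, adjusted p = 0.000572 and 1.1e-07). Its first rise did not pass on the right sides alone (adjusted p = 0.126).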

Syntaxin and SNARE proteins are concentrated near release sites along the presynaptic membrane, allowing neurotransmission along motor nerve terminals (Walter et al. 2011). Other significant molecular functions were heparin and carbohydrate binding, ATPase activity, ion channel activity, and protein kinase regulator activity (Fig. 2a). Heparin sulphate proteoglycans (a major component of extracellular matrix) are believed to impact axon guidance through their role as cofactors for other proteins (Ariga et al. 2010; Laabs et al. 2005) such as the fibroblast growth factors, which are required for normal cranial development (Sansom and Livesey 2009). In contrast, ATPase, ion channel, and protein kinase regulator activities are required for synaptogenesis and synapse function, consistent with the establishment of axonal function (Berg and Hoogenraad 2012; Kandell et al. 2000).

### Genes with decreasing expression during development

Four gene clusters (6–9) showed decreasing expression over developmental time (Fig. 1). The patterns of expression were distinct for each cluster and were linked to decreasing expression at one or more developmental stages. 

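All 20 genes that Table 1 gives as examples of cluster 6 were measured, and all 20 fell between 10.5 and 12.5 dpc. In the step before, 16 did not pass and 4 fell, and the median log2FC was −0.05, then −0.82. Fgf8, a signal of the isthmus and the anterior forebrain, was at 144 ± 34.5 and 133 ± 19.9 and then fell to background at −1.64 ± 9.7 (log2FC −1.10, SE 0.10, adjusted p = 3.89e-08 from LIMMA). Fen1, the flap endonuclease of lagging-strand synthesis, fell from 2608 ± 166 to 1298 ± 149 (log2FC −0.95), E2f3, a transcription factor gene of the cell cycle, from 261 ± 29.7 to 87.9 ± 11.5 (log2FC −0.87), and Rad54l, of recombinational repair, by 0.96 on the log2 scale. Yap1, the transcriptional effector of Hippo signalling, fell by 0.83. These are examples the study chose on the same arrays and so not independent evidence of their direction.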

Cluster 6 comprises 129 genes that showed stable expression at 8.5 and 10.5 dpc and decreasing expression by 12.5 dpc. Analysis of the ontology of biological processes revealed the most highly represented GO terms to be metabolic processes, followed by cell cycle, DNA repair, and DNA-dependent DNA replication (Table 1). It seems plausible that this may relate to genes dropping out of the cell cycle and becoming quiescent as they differentiate into neurons.

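Of 29 genes of DNA replication and the cell cycle, 8 of them also Table 1 examples, 2 rose and 3 fell between 8.5 and 10.5 dpc, and 0 rose and 20 fell between 10.5 and 12.5 dpc (22 fell when adjusted over the list alone). Ccne1, the cyclin of S-phase entry, fell from 636 ± 123 to 205 ± 64.7 (log2FC −1.22, SE 0.12, adjusted p = 1.15e-07 from LIMMA). The replicative helicase genes Mcm2 and Mcm6 fell from 1875 ± 179 to 873 ± 192 and from 1615 ± 199 to 770 ± 211 (log2FC −1.02 and −0.98), the ribonucleotide reductase gene Rrm2 by 1.07 on the log2 scale, and the proliferation marker Mki67 from 1143 ± 70.2 to 710 ± 50.2 (log2FC −0.60, adjusted p = 3.42e-08, or 0.0515 with median scaling). Camera called the list in the second step (adjusted p = 5.11e-15, and adjusted p = 0.0246 with an estimated correlation) and not in the first.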

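Of 9 measured examples that Table 1 gives for cluster 7, 5 fell, 1 rose and 3 did not pass between 8.5 and 10.5 dpc, and 3 fell without passing in the step after. Srr, the serine racemase of glutamatergic signalling, fell from 1880 ± 1066 to 546 ± 201 (log2FC −1.43, SE 0.37, adjusted p = 0.0103 from LIMMA). Its 8.5-dpc embryos lay at 3069, 2458, 767 and 1227, and the call was lost without 8.5-dpc embryo 1 (adjusted p = 0.0631), 8.5-dpc embryo 2 (0.056) or 10.5-dpc embryo 4 (0.0515). Shmt2, a mitochondrial enzyme of serine metabolism, fell from 447 ± 130 to 219 ± 41.1 (log2FC −0.73, adjusted p = 0.000876, 0.19 on the right sides alone), and by 12.5 dpc its log2FC of −0.30 passed only with the replicate block (0.262 without and 0.0123 with it). Tsc2, an inhibitor of mTOR signalling, fell by 0.45 on the log2 scale, and Tube1, the epsilon tubulin, by 0.40 and then 0.49. Tsc2 did not pass on the right sides alone (0.0851). Arnt, a partner of hypoxia-inducible factors, rose by 0.32, a call lost with median scaling (0.239), on embryo means (0.151) and without 8.5-dpc embryo 1 or 2 or 10.5-dpc embryo 1 or 4 (0.0613 to 0.128). Other probes of Srr and Arnt went the opposite way. The cardiac natriuretic peptide genes Nppa and Nppb did not pass in this step, nor did the LIM-only gene Lmo4 by its bright probe, except with the replicate block (adjusted p = 0.0112, against 0.204 without). A dim probe of Lmo4 was at 76.1 ± 40.2 and then 22.2 ± 7.63 (log2FC −0.44, adjusted p = 0.00445). The examples are not independent evidence of direction, as the study chose them on these arrays.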

The 85 genes in cluster 7 displayed decreasing but noisy expression profiles over development. This cluster showed a high representation of the biological function GO terms associated with amino acid metabolic processes as well as anatomical structure morphogenesis, and tube morphogenesis. While a reduction in amino acid metabolism may relate to cellular differentiation and subsequent reduced proliferation, it is not immediately obvious why anatomical structure morphogenesis and tube morphogenesis are decreasing.

In comparison to cluster 7, a total of 135 genes, whose expression decreased between 8.5 and 10.5 dpc but remained constant thereafter, are separately grouped into cluster 8. 

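Of 26 measured examples of cluster 8 in Table 1, 21 fell between 8.5 and 10.5 dpc and 15 of these did not pass by 12.5 dpc, with a median log2FC of −1.24 and then 0.09. Enah alone of the examples rose in the first step, a call lost with median scaling (adjusted p = 0.546), and its other probes went the opposite way. Sox10, a transcription factor gene of the neural crest, fell from 1643 ± 179 to 270 ± 163 (log2FC −2.33, SE 0.29, adjusted p = 3.19e-06 from LIMMA). Edn1, the endothelin of the pharyngeal arches, fell from 545 ± 51.3 to 31.2 ± 8.49 (log2FC −2.14), the midbrain and hindbrain gene En1 from 1833 ± 257 to 536 ± 76.2 (log2FC −1.58), and the sialomucin gene Podxl from 1997 ± 210 to 718 ± 60.4 (log2FC −1.33). A later rise was found in Nkx2-3, of the pharyngeal endoderm (log2FC −1.50, then 0.44, a rise lost with the replicate block at adjusted p = 0.118 and without each of 6 embryos at 0.0633 to 0.149), and in Mef2c, a transcription factor gene of muscle, crest and neurons (log2FC −1.38, then 0.65), whose rise did not pass on the left sides alone (adjusted p = 0.0703). All were picked by the study on these arrays and give no independent evidence of direction.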

While a simple description of the two clusters makes them sound highly similar, the degree of variability in expression at 8.5 dpc is different between clusters 7 and 8 (Fig. 1). The majority of genes in cluster 8 maintain high expression at 8.5 dpc but decreasing at 10.5 dpc. In contrast, the expression of genes in cluster 7 at 8.5 dpc (and to some extent the other time points) demonstrates greater variability. Thus, genes grouped in cluster 7 are more stochastic throughout the developmental stages than those in cluster 8. This is similar to the situation described for cluster 4. 

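At 8.5 dpc the cluster 7 examples Nppa and Nppb, which encode natriuretic peptides of the heart, were at 50.9 ± 54.5 and 6.8 ± 31.1, with 1 embryo at 133 for Nppa and the others at 25.5, 21.9 and 23.5, and Tsc2 was at 1059 ± 114. Of the cluster 8 examples, the laminin gene Lama5 was at 164 ± 32.7 and the integrin gene Itga3 at 268 ± 24.6, whereas the muscle genes Actc1 and Tnnt2 spread as widely, at 776 ± 474 and 676 ± 404. Over all stages the left and right sides of an embryo shared less of the variation in the 9 examples of cluster 7 than in the 26 of cluster 8 (median intraclass correlations 0.435 and 0.616), while more of it lay between the 4 groups of arrays (medians 44.3% and 26.5%). The difference between the clusters was not tested.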

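Of 20 genes of cardiac muscle, 6 of them also Table 1 examples, 0 rose and 8 fell between 8.5 and 10.5 dpc (1 rose and 12 fell when adjusted over the list alone). The sarcomere gene Tnnc1 fell by 1.71 on the log2 scale, from 478 ± 293 to 29.3 ± 6.15 (SE 0.41, adjusted p = 0.00579 from LIMMA). Actc1 and Tnnt2 fell by 2.23 and 2.21. The atrial light chain gene Myl7 fell by 0.90, and Nkx2-5, the homeobox gene of heart progenitors, by 0.29. None of these 5 genes passed on the right sides alone (adjusted p = 0.0533 to 0.449), nor Tnnc1, Actc1 and Myl7 on embryo means (0.089, 0.0617 and 0.0508). Camera called the list in this step (adjusted p = 6.9e-05), but not with an estimated correlation (adjusted p = 0.457). By 12.5 dpc 1 member rose and 1 fell, with no call. Of 19 genes of skeletal muscle, 1 of them also an example, 0 rose and 3 fell in the first step and 2 rose and 0 fell in the second, with no call in either.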

Perhaps unsurprisingly, therefore, the biological function GO terms identified for cluster 8 were distinct from those classified in cluster 7 and included anatomical structure development, cell differentiation, organ morphogenesis, cell motility, and muscle development (Table 1). Although the apparent reduction in cell differentiation and organ morphogenesis between 8.5 and 10.5 dpc may seem counterintuitive, it is specific to a small number of genes. Importantly, the annotation of genes with GO terms is based on gene function in the whole organism. This raises the possibility of biological function of these genes varying between tissues.

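Of 24 measured genes that Table 1 lists as examples of cluster 9, 22 fell between 8.5 and 10.5 dpc and again between 10.5 and 12.5 dpc, with median log2FC of −0.46 and −0.58. Pold1, the catalytic subunit of DNA polymerase delta, fell from 3811 ± 419 to 2508 ± 361 and 1560 ± 205 (log2FC −0.59 and −0.65, SE 0.09, adjusted p = 3.7e-05 and 9.22e-06 from LIMMA). Mcm5, of the replicative helicase, fell by 0.36 and then 0.86 on the log2 scale, the first of which did not pass on the right sides alone (adjusted p = 0.121). Gtpbp4, a GTPase of ribosome assembly, fell by 0.51 and 0.58, and the helicase gene Ruvbl2 by 0.46 and 0.60. The second fall of Gtpbp4 was lost with median scaling (0.058), and both falls of Ruvbl2 on the right sides alone (0.107 and 0.0524). Exceptions were Brca2, of recombinational repair, which passed in the second step alone (log2FC −0.57), and Pole, of DNA polymerase epsilon, which passed in neither. The examples are not independent evidence of direction, since the study chose them on these arrays.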

Lastly, cluster 9 contains 196 genes with clearly decreasing expression across development. 

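Of 15 genes of glycolysis and glucose uptake, 6 of them also Table 1 examples, 0 rose and 12 fell between 8.5 and 10.5 dpc (13 fell when adjusted over the list alone), and 1 rose and 10 fell between 10.5 and 12.5 dpc (1 and 11 when adjusted over the list alone). The liver-type phosphofructokinase gene Pfkl fell to 3758 ± 424 at 10.5 dpc and 2398 ± 279 at 12.5 dpc (log2FC −1.42 and −0.62, SE 0.08, adjusted p = 1.61e-11 and 5.27e-06 from LIMMA). Ldha, the lactate dehydrogenase A gene, fell from 19590 ± 1625 to 10250 ± 1567 and 5248 ± 931 (log2FC −0.93 and −0.95), the aldolase gene Aldoa by 1.28 and 0.98 on the log2 scale, the hexokinase gene Hk2 by 0.84 and 1.03, and the glucose transporter gene Slc2a1 by 1.03 and 0.70. The last of these was lost with median scaling (adjusted p = 0.0584) and on the right sides alone (0.0629). The single rise was in Aldoc, the aldolase of brain, from 35.7 ± 4.71 to 301 ± 174 (log2FC 1.35). Camera called the list in both steps (adjusted p = 2.91e-13 and 3.28e-07, and adjusted p = 0.00999 and 0.0246 with an estimated correlation).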

The biological functions of cluster 9 included RNA processing, DNA repair, glucose metabolic processes, and DNA replication (Table 1). It is possible that these changes relate to reduced cell proliferation and increased terminal cellular differentiation seen with developmental age.

Upon investigation of the molecular function GO terms for the genes present in the decreasing-expression clusters (6–9), no significant results were evident for individual clusters (data not shown). Seven groups, however, became evident when the decreasing-expression clusters were considered together; enrichment scores ranged from 5.53 to 1.38. The most significant molecular functions of these clusters were nucleotide binding, helicase activity, magnesium ion binding, and hydro-lyase activity (Fig. 2c). This progressive decrease in specific functions seems likely to be associated with changes in the distribution of cell types in the developing brain.

Finally, in order to further validate the GO terminology identified with the nine clusters through DAVID, an additional tool, called BINGO, which assesses overrepresentation of Gene Ontology categories, was also used. Our initial GO terminology was thus validated as there was great overlap in the identified Gene Ontology categories between the two methods (data not shown).

### qRT-PCR-based validation of microarray data

To confirm elements of the microarray dataset, ten loci were chosen from the nine clusters for validation by qRT-PCR (Fig. 3). For this analysis an additional 18 embryonic heads were collected and dissected into left and right sides, as was done for the original analysis; six per developmental stage at 8.5, 10.5, and 12.5 dpc. RNA was produced and quality controlled as before. To control for sample variation, *Rps11* was chosen as the endogenous control that displayed the least variance in the microarray dataset as well as a high-level mean expression (data not shown).

**Fig. 3:**
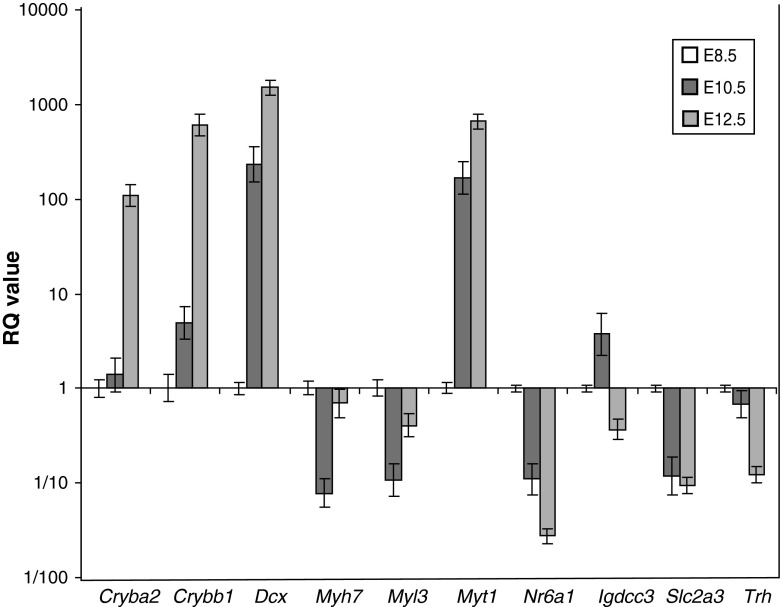
Differential gene expression patterns during mouse embryonic head development validated by qRT-PCR. Ten genes, each representative of the nine clusters, were tested for expression at 8.5, 10.5, and 12.5 dpc. Gene expression was normalized relative to 8.5 dpc and was given a relative quantification (RQ) value of 1. *Rps11* was the endogenous control and six biological replicates, with three technical replicates each, were performed at each stage, with the results displayed on a logarithmic scale

The genes chosen for validation had been clustered into one of the nine clusters, representing increasing or decreasing expression across the three developmental stages. The expression profiles obtained by qRT-PCR were consistent with the expression data acquired from the microarray for most of the investigated genes. Consistency between the microarray and qRT-PCR data was observed for the *Dcx* (cluster 2), *Myt1* (cluster 2), and *Cryba2* (cluster 4) genes, representing increasing expression during development (Fig. 3). Similarly compatible results were obtained for *Trh* (cluster 6), *Igdcc3* (cluster 6), *Myl3* (cluster 8), *Nr6a1* (cluster 8), and *Slc2a3* (cluster 9), validating the decreasing expression profiles observed in the microarray.

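On the arrays Dcx, a microtubule-associated protein gene of migrating neurons, rose from background at 8.5 dpc (−0.99 ± 1.37) to 907 ± 321 at 10.5 dpc and 4591 ± 1295 at 12.5 dpc (log2FC 3.06 and 2.22, SE 0.15 each, adjusted p = 3.1e-12 and 5.41e-10 from LIMMA). Myt1, a zinc finger gene of neuronal differentiation, rose from 14.5 ± 5.74 to 639 ± 187 and 1961 ± 189 (log2FC 2.46 and 1.49, adjusted p = 5.59e-12 and 1.45e-08). Cryba2, a beta crystallin gene of the lens, lay below background at −6.03 ± 5.86 and −3.97 ± 7.82 and rose to 2055 ± 1508 (log2FC 3.49, SE 0.58, adjusted p = 0.000121). Its 12.5-dpc embryos were at 15.8, 2020, 2586 and 3599. The sides of an embryo varied together in the cluster 4 examples, so its SE and adjusted p are likely too small.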

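Trh, the thyrotropin-releasing hormone gene, fell from 584 ± 34.6 to 428 ± 59.1 and 76 ± 7.74 on the arrays (log2FC −0.38 and −1.47, adjusted p = 0.00357 and 3.72e-11 from LIMMA). The first fall did not pass on the right sides alone (adjusted p = 0.242). Igdcc3, an immunoglobulin-family gene of the early nervous system, was at 3478 ± 648 and 5040 ± 986, a log2FC of 0.51 that did not pass (adjusted p = 0.056, 0.000796 with the replicate block), and fell to 704 ± 150 (log2FC −2.64, adjusted p = 1.29e-10). Myl3, a slow and ventricular myosin light chain gene, fell from 467 ± 370 to background at −7.91 ± 3.76 (log2FC −2.05, SE 0.32, adjusted p = 6.15e-05). The orphan nuclear receptor gene Nr6a1 fell from 1962 ± 499 to 190 ± 57.6 and 50.6 ± 2.95 (log2FC −2.72 and −0.85), and the neuronal glucose transporter gene Slc2a3 from 6356 ± 753 to 1153 ± 136 and 606 ± 181 (log2FC −2.36 and −0.82). Their second falls (adjusted p = 4.58e-05 and 0.000462) did not pass on the right sides alone (0.0788 and 0.165), nor that of Slc2a3 with median scaling (0.0776).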

During qRT-PCR validation, two genes whose qRT-PCR expression did not correspond to the microarray expression were identified. Although showing an increase in expression only at 12.5 dpc in the microarray dataset, *Crybb1* displayed a gradual increase in expression during development by qRT-PCR, which shows that the analysis failed to identify the low-level increase between 8.5 and 10.5 dpc. qRT-PCR analysis of the cardiac marker *Myh7* (cluster 8) demonstrated a decrease in expression at 10.5 dpc, which returned to the 8.5-dpc expression level at 12.5 dpc. 

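By the arrays Crybb1, a beta crystallin gene, was at 11.7 ± 6.35 and 13.5 ± 8.03 at 8.5 and 10.5 dpc, near background (log2FC 0.02, SE 0.51, adjusted p = 0.993 from LIMMA), and rose to 1416 ± 1125 at 12.5 dpc (log2FC 2.85, adjusted p = 0.000307, 0.0573 on the right sides alone). As with Cryba2, the SE and adjusted p of Crybb1 are likely too small. Myh7, the cardiac beta myosin heavy chain gene, fell from 1555 ± 778 to 48.1 ± 21.8 (log2FC −3.05, SE 0.31, adjusted p = 1.87e-07) and rose to 467 ± 121 (log2FC 1.79, adjusted p = 0.000223) in its brighter probe. At 8.5 dpc embryo 2 was at 388 for this probe and the other 3 at 1974, 1929 and 1930.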

Intriguingly, two different probes were present in the microarray for the detection of *Myh7* expression. The expression pattern of one of them closely resembled the *Myh7* qRT-PCR expression profile, whereas the other probe detected lower levels of comparable expression across all three developmental stages. It seems most likely that this relates to differing efficiencies of the two microarray probes, although we cannot rule out the presence of different splice isoforms.

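The dimmer of the pair of Myh7 probes stayed at background, at 2.45 ± 4.25, −2.29 ± 2.22 and −1.64 ± 3.69 at 8.5, 10.5 and 12.5 dpc (n = 4 embryos each), and did not pass between the first stages (log2FC −0.06, SE 0.03, adjusted p = 0.411 from LIMMA).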

### Analysis of differential gene expression between left and right hemispheres

Visceral L–R asymmetry in mouse is prefigured by asymmetric gene expression patterns that are evident from 8.5 dpc; this asymmetry in gene expression is maintained into organogenesis. While clear L–R differences occur in the anatomy and function of the mammalian brain hemispheres, only asymmetry of *Lmo4* has been reported and it occurs relatively late during development. Moreover, *Lmo4* asymmetry is random. It therefore seems reasonable to hypothesise that earlier asymmetries of gene expression exist. When left- and right-sided brain microarray results were compared at each developmental stage, no genes showed significant expression differences. However, when the data from all three developmental stages were combined, 35 genes demonstrated a *B* value of greater than 1 (Table 2).

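Within a single stage, with left and right paired by embryo, 0 probes reached a B over 1 in LIMMA at 8.5, 10.5 or 12.5 dpc (n = 4 embryos each). At an unadjusted p under 0.05 there were 899, 1350 and 1376 of 46643 probes, and the smallest adjusted p-values were 0.9997, 0.9917 and 0.9809. Each of these counts is below the share of 0.05 that chance alone would give, and so is no sign of a left-right difference. The counts do not show the sides to be alike either, since the error of this fit holds any split between embryos 1 and 2 and embryos 3 and 4. Of the genes of the early left-right axis, Nodal was dim by its brighter probe, at 42.7 on the left and 37.6 on the right over all embryos (left-minus-right difference 0.05, log2). This probe was higher on the left in 10 of 12 embryos (exact sign-flip permutation test, two-sided p = 0.0396, and LIMMA adjusted p = 0.563). The dimmer Nodal probe had a difference of −0.02. Lefty1 and Lefty2 lay at background on both sides (6.22 and 5.56, and −5.62 and −4.0), where the added constant keeps any difference near 0. For the midline signal genes Wnt1, also dim (59.1 and 59.5), and Shh the difference was 0.02 and −0.16, with Shh at 0.13, −0.04 and −0.58 over the 3 stages (SD of 0.623 over the 12 embryos). Fitted as a single model of all 24 arrays, 1 probe at 10.5 dpc and 1 at 12.5 dpc passed. In settings chosen after seeing the data, 19, 299 and 476 probes reached a B over 1 at the 3 stages with a term for embryos 1 and 2 against 3 and 4, and 16, 13 and 16 with signals below 1 raised to 1.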

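Over all 3 stages, paired by embryo (n = 12), 47 probes reached a B over 1, of which 37 were higher on the left and 10 on the right, with left-minus-right log2 differences between −0.42 and 0.43. Pa2g4, a growth regulator that binds RNA and the ErbB3 receptor, was highest by B (4.52) and higher on the left, at 4335 against 3653 (difference 0.24). A second, dim probe of it had a difference of −0.06. Ccdc25, Qrich1 and Tomm6, of the mitochondrial import pore, were also higher on the left (0.20, 0.23 and 0.29). On the right Rps6, a ribosomal protein gene, was higher by a dim probe (−0.25, B 2.51), while its bright probe had a difference of 0.12 (7286 on the left and 6609 on the right, not passing). The alpha tubulin gene Tuba1a was higher on the right in its probe (−0.25), as were Fbxo3 and Cryzl1 (−0.19 and −0.13). With median scaling the differences were 0.10 for Pa2g4, 0.12 for Ccdc25, 0.105 for Qrich1 and 0.19 for Tomm6 (B −5.41 to −4.75), and the genes on the right did not reach a B over 1 either. With the embryo as a random block, no replicate block, or trended and robust eBayes, Ccdc25, Qrich1, Tuba1a, Fbxo3 and Cryzl1 did not reach it (B −3.24 to 0.85), nor did Cryzl1 with normexp at an offset of 50 (0.254), among the brighter probes (0.953) or without each of 7 embryos (0.807 to 0.991). Of the 35 genes of Table 2, 29 were matched to a probe. Of these 27 went in the table's direction and 26 reached a B over 1. The table was drawn from these arrays and is not independent evidence. At an adjusted p under 0.05, LIMMA called 0 probes (smallest 0.07805), with 4141 at an unadjusted p under 0.05. With the 4 groups of arrays as a random block, a setting chosen after seeing the data, 0 probes reached a B over 1, and with median scaling in place of quantile normalization 15 did (1 higher on the left and 14 on the right), none of them among the 47. With a term for embryos 1 and 2 against 3 and 4, also chosen after seeing the data, 1111 probes reached a B over 1 (844 higher on the left and 267 on the right), 46 of the 47 among them, and 2661 an adjusted p under 0.05. With embryos 1 and 2 only, likewise, it was 1729 (364 and 1365), with 8 of the 47, and 4401. The term leaves each difference as it was and takes the split between the sets out of the error, so keeping most of the 47 follows from its construction. Each group of arrays lies within 1 side, so neither count can be told apart from differences between groups.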

**Table 2:** A total of 35 genes showed asymmetric gene expression between the left and right hemispheres across the three developmental stages

Gene ID	Accession no.	Log_2_FC	*B* value	*p* value	Adj. *p* value
*Pa2g4* ^a^	NM_011119	0.246048524	3.626402	3.65E−06	0.086542
***Ptma*** ^a^	NM_008972.1	−0.445023482	3.61533	3.71E−06	0.086542
*2500002G23Rik* ^a^	XM_289903	0.347354334	3.120577	7.53E−06	0.110588
*2310007O11Rik* ^a^		0.275456441	2.716847	1.32E−05	0.110588
*Egfl4* ^a^	XM_194337	0.309514961	2.71044	1.33E−05	0.110588
*Trrp2* ^a^	AK018463	0.206433383	2.397186	2.05E−05	0.110588
*1110002E23Rik* ^a^	AK003291	0.298272881	2.38787	2.07E−05	0.110588
*2610528H13Rik*	NM_145944	0.206048351	2.377478	2.10E−05	0.110588
*Rps6*	NM_009096.1	−0.291050752	2.367105	2.13E−05	0.110588
***Arpc4***	AK030840	0.199773095	2.264929	2.45E−05	0.114277
*LOC216443*	XM_125952.4	0.215562754	2.092713	3.09E−05	0.121441
*2610028H07Rik*	AK011590	0.238605224	2.059119	3.23E−05	0.121441
*Tuba1* ^a^	NM_011653	−0.29198816	1.977735	3.60E−05	0.121441
*H3f3a* ^a^	NM_008210.2	−0.404992731	1.96844	3.64E−05	0.121441
*Fbxo3*	NM_212433.1	−0.212311389	1.79953	4.56E−05	0.137831
*C330034C07Rik*	AK082825	0.313192465	1.772177	4.73E−05	0.137831
*2700083E18Rik*		0.271117214	1.655589	5.51E−05	0.144869
*B930085B11Rik*	AK081092	0.14489787	1.632832	5.68E−05	0.144869
	AK010224.1	0.296980821	1.520376	6.58E−05	0.144869
*2900092E17Rik*	NM_030240.1	0.171958701	1.515811	6.62E−05	0.144869
	AK088505.1	0.525904741	1.495879	6.79E−05	0.144869
*Hist1h2ah*	NM_175659.1	0.174386481	1.458561	7.13E−05	0.144869
*Rapgef1*	NM_054050	0.168088916	1.43871	7.32E−05	0.144869
***Btf3*** ^a^	NM_145455.1	0.259158405	1.424814	7.45E−05	0.144869
*5730441M17Rik*	AK017632	0.190825576	1.3412	8.31E−05	0.155038
*1110007M04Rik*	NM_026742.1	−0.289482866	1.199129	9.98E−05	0.16287
*1110036I07Rik*		0.171935148	1.183364	0.000102	0.16287
*Scamp5*	NM_020270.2	0.217801578	1.176375	0.000103	0.16287
*Sf3a1*	NM_026175	0.121273306	1.136752	0.000108	0.16287
*Hmgb1*	NM_010439.2	−0.256773927	1.13633	0.000108	0.16287
*Hist1h2ao*	NM_178185.1	0.145863469	1.082718	0.000116	0.16287
***Sf3b2***	NM_030109.1	0.213756797	1.079379	0.000116	0.16287
*Chd3*	NM_146019.1	0.309509325	1.058934	0.00012	0.16287
*Fkbp5*	NM_010220.2	0.229890096	1.02514	0.000125	0.16287
*Mapk6*	NM_015806.2	0.173487645	1.02027	0.000126	0.16287

log_2_FC is the log of fold change between the left and right hemispheres normalized for the right hemisphere. The statistically significant *B*, *P* and adj. *P* values for each gene are also clearly indicated. The four asymmetrically expressed genes also identified by Sun et al. (2005) are highlighted in* bold*

^a^The ten genes tested by real-time PCR for left–right differences

The log_2_FC for these genes ranged from −0.44 to 0.35 (~0.74-fold to ~1.3-fold expression changes, respectively); the conventionally used cutoff value of 1 corresponds to a twofold expression change. Such values can reflect either experimental noise or true but small differences in gene expression. To examine these possibilities, we used qRT-PCR to analyse the expression of the ten genes with the highest *B* or log_2_FC values (Table 2). RNA from the left and right sides of eighteen 8.5-, 10.5-, and 12.5-dpc embryos (6 embryos per stage) was analysed and three technical replicates and two repeats of each assay were performed (data not shown). This failed to reveal any consistent L–R expression differences.

One gene with significant differences in expression between the left and right hemispheres was chosen for validation by in situ hybridisation. 

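H3f3a, which encodes the replacement histone H3.3, had a mean normalized signal of 169 on the left and 255 on the right, and was higher on the right in 11 of 12 embryos (left-minus-right log2 difference −0.36, SE 0.06, B 1.66; exact sign-flip permutation test over the 12 pairs, two-sided p = 0.000977). The study chose the gene on these pairs for such a difference, so a small exact p was largely fixed beforehand. Over all probes LIMMA's adjusted p was 0.108. H3f3a did not reach a B over 1 with median scaling (−2.32), the embryo as a random block (−0.00735) or no replicate block (−0.546), nor with signals below 1 raised to 1 (0.737) or the groups of arrays as a random block (−2.26), both chosen after seeing the data, nor without 8.5-dpc embryo 2 or 3, 10.5-dpc embryo 1 or 4 or 12.5-dpc embryo 2 (B 0.652 to 1).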

*H3f3a* displayed greater expression in the right hemisphere, with a log_2_FC of 0.4 and a *B* value of 1.97 (Table 2). In situ hybridisation analysis demonstrated a slightly greater expression in the right-hand side of the brain at 19–24 somites (Fig. 4a). Specifically, more neuroepithelial (red arrowhead, Fig. 4b) and cephalic mesenchymal cells (black arrow, Fig. 4a) expressed *H3f3a* in the right hemisphere, mimicking the expression detected in the microarray (Fig. 4C). However, the difference in the number of cells expressing *H3f3a* between the left and right hemispheres was small, making subsequent investigation challenging.

**Fig. 4:**
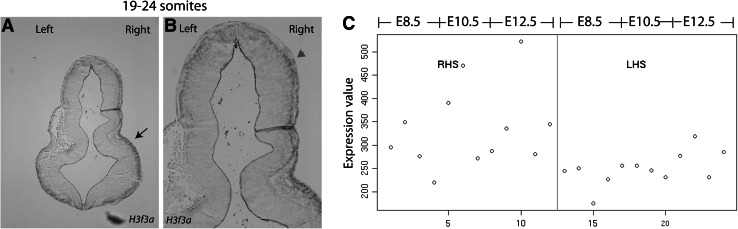
*H3f3a* displayed asymmetric gene expression between the left and right brain hemispheres across development. More cephalic mesenchymal (**a**) and neuroepithelial cells (**b**) expressed *H3f3a* on the right hemisphere at 19–24 somites, consistent with the expression pattern detected by microarray analysis (**c**)

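Lmo4, a LIM-only transcriptional regulator gene, was bright in 1 probe, at 4183 on the left and 4448 on the right, with a left-minus-right log2 difference of −0.06. It was higher on the left in 4 of 12 embryos (exact sign-flip permutation test, two-sided p = 0.553). A dim probe was at 46.2 on the left and 39.1 on the right, a difference of 0.07, with 7 of 12 embryos higher on the left (exact permutation p = 0.239). These means average sets of embryos that went opposite ways: the bright probe differed by −0.30 in embryos 1 and 2 and by 0.19 in embryos 3 and 4 (adjusted p = 0.00202 for the difference between the sets in LIMMA), and the dim probe by −0.09 and 0.24 (0.000744). The sets were found in the data. Of all probes, 10873 (23.31%) differed between these sets in the same test at an adjusted p under 0.05. The right sides of the sets stood apart at every stage. The split is therefore not particular to Lmo4 and cannot be told apart from differences between the groups of arrays.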

Our Illumina chip contained two probes for *Lmo4*, but neither revealed significant L–R expression differences (data not shown). However, 4 of the ~100 additional loci implicated by Sun et al. (2005) were identified by our screen (Table 2, indicated in bold). *Btf3* displayed asymmetric expression in our dataset, with a log_2_FC of 0.26 between the left and right hemispheres, consistent with stronger expression in the left hemisphere (Fig. 5). 

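Btf3, a basal transcription factor gene, was at 10600 on the left and 8788 on the right over 12 embryos, a left-minus-right log2 difference of 0.26 (SE 0.05, B 1.97). It was higher on the left in 11 embryos (exact sign-flip permutation test, two-sided p = 0.000977), with an adjusted p of 0.106 from LIMMA. Btf3 did not reach a B over 1 without 8.5-dpc embryo 3, 10.5-dpc embryo 1 or 4 or 12.5-dpc embryo 3 (B 0.909 to 0.979). With median scaling its difference was 0.14 (B −4.48), and in settings chosen after seeing the data its B was −0.867 with the groups of arrays as a random block, −0.159 with normexp at an offset of 16 and −1.50 in embryos 1 and 2 only. A dimmer probe of Btf3 was at 203 and 212, a difference of −0.03. Like H3f3a, Btf3 was chosen by the study on these pairs, so its exact p is no independent evidence.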

*Ptma* was more strongly represented in the mouse right hemisphere, with a log_2_FC of −0.44. Furthermore, we found higher levels of both *Arpc4* and *Sf3b2* in the mouse left hemisphere (log_2_FC of 0.2 and 0.21, respectively). 

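Ptma, which encodes prothymosin alpha, was at 306 on the left and 455 on the right, a left-minus-right log2 difference of −0.42 (SE 0.06, B 3.59), and was higher on the right in 12 of 12 embryos. The exact sign-flip permutation test gave a two-sided p of 0.000488, the smallest that 12 pairs allow, and LIMMA an adjusted p of 0.0781. Since the study drew Ptma from these pairs, the exact p is no independent evidence. Its B was −1.45 with median scaling and −1.76 with the groups of arrays as a random block, chosen after seeing the data.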

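The probe of the Arpc4 accession in Table 2, a subunit gene of the actin-nucleating Arp2/3 complex, lay below background on both sides, at −10.9 on the left and −20.4 on the right. Its left-minus-right log2 difference was 0.13 (SE 0.02, B 2.16), with the left higher in 12 of 12 embryos (exact sign-flip permutation test, two-sided p = 0.000488, for a gene chosen on these pairs). This probe did not reach a B over 1 with median scaling (0.945) or, in settings chosen after seeing the data, with signals below 1 raised to 1 (−6.23), the groups of arrays as a random block (−2.22) or embryos 1 and 2 only (−2.02). Another Arpc4 probe, at 858 and 886, had a difference of −0.04. Sf3b2, a subunit gene of the splicing factor SF3B, was at 4491 on the left and 3867 on the right (difference 0.22, SE 0.04, B 1.64), and higher on the left in 12 of 12 embryos. Its B fell to between 0.671 and 0.98 without 8.5-dpc embryo 1, 3 or 4, 10.5-dpc embryo 3 or 4 or 12.5-dpc embryo 2 or 3. With median scaling its difference was 0.06 (B −5.70), and its B was −0.271 with trended and robust eBayes. In settings chosen after seeing the data it was −0.98 with normexp at an offset of 16, 0.837 with signals below 1 raised to 1, −0.535 with the groups of arrays as a random block and −2.31 in embryos 1 and 2 only (difference 0.11).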

Comparison of our data with that of Sun et al. (2005) for the above four genes revealed consistency in the sidedness of differential gene expression (Supplementary Table 3). This overlap between the datasets suggests that although challenging to validate, some of the loci that we have identified might show legitimate L–R expression differences and could also demonstrate concordance in differential gene expression between rodents and humans.

**Fig. 5:**
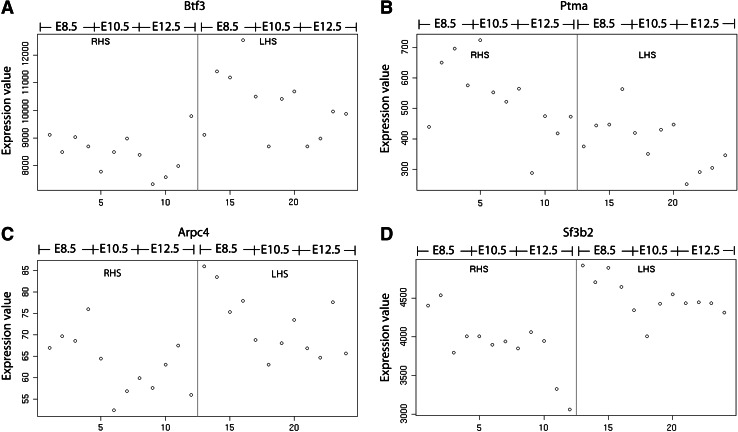
Four genes were identified as putatively differentially expressed between the two mouse embryonic hemispheres at 8.5–12.5 dpc. **a** *Btf3* displayed higher levels of expression in the left hemisphere at 8.5, 10.5, and 12.5 dpc. **b** *Ptma* was more highly expressed in the right hemisphere for the three developmental stages. **c** *Arpc4* was noticeably more expressed in the left hemisphere, with the difference in expression between the two hemispheres most obvious at 8.5 dpc. **d** *Sf3b2* displayed an overall trend of higher expression in the left hemisphere, most apparent at 10.5 dpc. The white dots represent the normalized expression levels of each sample for the specific gene. *RHS* right hemisphere, *LHS* left hemisphere

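By stage, the mean left-minus-right log2 difference of Btf3 was 0.31 at 8.5 dpc, 0.26 at 10.5 dpc and 0.22 at 12.5 dpc (n = 4 embryos each), and that of Ptma −0.35, −0.50 and −0.41. For Arpc4 it was 0.14, 0.15 and 0.11, and for Sf3b2, of the splicing machinery, 0.20, 0.14 and 0.30. Whether the difference depends on stage was tested by the stage-by-side interaction in LIMMA, which called 0 probes at an adjusted p under 0.05 (919 at an unadjusted p under 0.05). The 919 are fewer than the share of 0.05 of all probes that chance alone would give.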

## Discussion

The adult brain is an intricate and exquisitely patterned organ. While great strides in understanding its function have been made, its development from a simple epithelium into the adult brain remains far from understood. In this study we have concentrated on the early events associated with its initial patterning, by expression profiling 8.5-12.5-dpc head development. This has identified 2,400 genes as being differentially expressed; 1,300 displayed increasing expression with developmental age, suggestive of function associated with complexity. 

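Of the probes with a log2FC beyond 2 and a B over 2, 190 were higher at 12.5 than at 8.5 dpc. Examples are Nfix, a transcription factor gene of neural stem cells, and the GABA-synthesizing enzyme gene Gad2. Nfib, a relative of Nfix, was at 15.4 ± 3.46 at 8.5 dpc and 3040 ± 1207 at 12.5 dpc (log2FC 4.47, SE 0.16, adjusted p = 1.03e-15 from LIMMA), and Elavl3 reached 2105 ± 638 at 12.5 dpc. With a B over 2 and no limit on the fold change, 2665 probes were higher at 12.5 dpc. From the increase in expression with developmental age, the paper proposes a function linked to complexity.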

Comparison of biological process GO terms within individual clusters showed that genes with similar function exhibit similar variations in temporal expression. These genes were involved mainly in development, transport, and cell localization. 

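Of 20 lens genes, 9 of them also Table 1 examples, 0 rose or fell between 8.5 and 10.5 dpc, and 11 rose and 0 fell between 10.5 and 12.5 dpc (14 rose when adjusted over the list alone). The beta crystallin gene Crybb3 reached 2004 ± 1561 at 12.5 dpc (log2FC 2.74, SE 0.57, adjusted p = 0.00164 from LIMMA), and did not pass on embryo means (0.0679) or on the right sides alone (0.117). The gamma crystallin genes Crygd and Crygc rose by 1.19 and 1.00, the fibre cell water channel gene Mip from 47.9 ± 9.68 to 460 ± 328 (log2FC 1.48) and the fibre membrane gene Lim2 by 0.69. These 4 genes did not pass on the right sides alone either (0.0635 to 0.114), nor Crygd, Crygc and Mip on embryo means (0.0636 to 0.068). Cryaa, the alpha A crystallin gene, had a log2FC of 0.33 that did not pass (adjusted p = 0.0971). As for the cluster 4 examples, the shared correlation of the sides in LIMMA likely makes these SE and adjusted p-values too small. Camera called the list in this step (adjusted p = 4.19e-06), but not with an estimated correlation (adjusted p = 0.457). Embryo 1 stood below the mean of the other 12.5-dpc embryos by 1.46 (log2) on it.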

One example was the high expression of crystallins seen by 12.5 dpc. Crystallins are expressed in the lens of the adult eye (Andley 2007), and we showed that this expression starts early in development, before the eye has properly formed.

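Of the probes with a log2FC beyond 2 and a B over 2, 48 were lower at 12.5 than at 8.5 dpc, and with a B over 2 alone 2436 were. Lin28a, an RNA-binding protein gene of early embryonic cells, fell from 769 ± 136 at 8.5 dpc to 10.7 ± 3.39 at 12.5 dpc (log2FC −2.75, SE 0.11, adjusted p = 6.15e-15 from LIMMA), and Trim71, another heterochronic gene, from 538 ± 33.3 to below background at −7.17 ± 1.85 (log2FC −2.55). Aldoa, of glycolysis, fell from 6065 ± 1011 to 1167 ± 116 (log2FC −2.26).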

Approximately 900 genes showed a decreasing expression pattern during development, such that their expression decreased between 8.5 and 12.5 dpc. The gene ontology terms for these genes included metabolic processes, the cell cycle, DNA repair, certain aspects of development and morphogenesis, and RNA processing; these are expected to slow down as the brain differentiates into the more specialized substructures. Finally, around 200 genes displayed an unchanged expression pattern during development; they were involved in metabolic processes and biological regulation. Clearly as these genes were identified, their expression cannot be truly unchanging. Indeed, a visual inspection of the results as displayed in Fig. 1 reveals levels of variation between samples, similar to that seen in other clusters. However, this variation occurs within, rather than between, developmental stages. 

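Over the 10 measured examples of cluster 5 in Table 1, the median log2FC was 0.48 between 8.5 and 10.5 dpc, −0.38 between 10.5 and 12.5 dpc and 0.10 between 8.5 and 12.5 dpc. Between the first and the last stage 2 of the 10 were higher and none was lower at an adjusted p under 0.05 from LIMMA. E2f2 had a log2FC of 0.25 over this interval (SE 0.08, adjusted p = 0.0248, but 0.065 with median scaling and 0.0668 to 0.0807 without 8.5-dpc embryo 2 or 3 or 12.5-dpc embryo 3 or 4) and Cdk4 of 0.18 (SE 0.22, adjusted p = 0.686). The paper proposes expression that varies over short times, imperfect dissection of head from body, and low expression with noise as explanations.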

A number of possible explanations exist: (1) These genes show strong expression variation over short time scales. The innate variability of the speed of embryogenesis, even within single litters, means that samples collected at a single time point in fact represent a small range of developmental ages. (2) The reliability of dissection of the head from the body was imperfect, leading to small variations in the tissue analysed between samples. Genes expressed in the tissue that was in only some samples would then vary significantly. (3) There was low-level gene expression in combination with experimental noise. To what extent this reflects the overall false-positive rate is difficult to know.

While the descriptions of clusters 3 and 4 seem identical, comparison of the *z*-scores for each sample shows clearly changing levels of expression. The cluster 4 gene expression at 12.5 dpc shows significant variability, with a clear downward “spike” evident for one sample (Fig. 1). Similarly, clusters 7 and 8 are far from identical, with cluster 7 loci showing very distinct sample-to-sample variations within the 8.5-dpc results. 

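At 12.5 dpc embryo 1 had a mean of 6.96 on the left and 6.93 on the right over 20 lens genes (log2 of signal plus constant), and the sides of the other 3 embryos lay between 8.01 and 8.66, so the low values were found on both arrays of embryo 1. Pax1 was at 21.4 in embryo 1, and Twist2, of the mesenchyme and the only measured cluster 4 example of Table 1 that did not pass, at 16.8.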

The likely explanations for these variations presumably overlap the reasons already proposed for cluster 5.

Overall, the microarray dataset fits in with the already known processes that take place in the head, validating the quality of our analysis. Furthermore, previously characterized genes that have not been associated with the brain in the past display a differential expression profile in our microarray analysis; investigation for their putative involvement in brain development may prove fruitful. The novel genes included in our nine clusters, whose biological function remains unknown, also present valid candidates in the biological processes that take place in the head and brain. The data that we present here provide a resource openly available to researchers. Intriguingly, Hartl et al. (2008) have similarly examined differential gene expression in the heads of C3H embryos between 9.5 and 13.5 dpc. The two studies examined overlapping developmental stages but in different mouse strains and using different microarray platforms. While we observed some functional overlap in the gene ontology terms that we have identified, Hartl and colleagues showed the majority of differentially expressed genes to be involved in metabolic pathways, while our data has identified a range of anatomical, neuronal, morphogenesis, cell cycle, and metabolic processes (Table 2).

While human L–R neuroanatomical asymmetries are well characterised, in the mouse they have proved challenging to detect. A recent MRI-based study has clearly demonstrated reproducible L–R neuroanatomical asymmetry of mouse brains (Spring et al. 2010). While the pathways underlying visceral L–R asymmetry have been well studied and involve asymmetrically expressed master loci (López-Gracia and Ros 2007), little is known about how mammalian neural asymmetry is established; the only characterised asymmetric brain locus in mammals is *LMO4*, which shows more extensive right- than left-sided expression in humans (Sun et al. 2005). Intriguingly, random asymmetry of *Lmo4* expression was detected in mouse, suggesting that *Lmo4* asymmetry cannot underlie neuroanatomical asymmetry. Additional loci were identified in that study as being asymmetrically expressed and it remains possible that one or more of these might influence neural asymmetry.

Our experiments failed to detect any L–R asymmetry of gene expression at individual developmental stages. Both we and others have previously detected L–R asymmetry of loci impacting visceral asymmetry, demonstrating that such approaches are feasible (Hou et al. 2004; Stevens et al. 2010). In the light of such studies, the absence of any results at individual developmental stages argues against there being a simple strongly asymmetrically expressed neural locus in the mode of *Nodal* and *Pitx2*. However, it does not rule out transient asymmetries of gene expression that happen at stages we did not examine (perhaps a half-day or 1-day offset from the stages we have examined). In the case of visceral asymmetry, *Nodal* is asymmetrically expressed for only 6 h, although *Pitx2* asymmetry is maintained for at least 2 days. We must also consider the power of the study and its relationship to the number of cells demonstrating any asymmetry of gene expression. It may be that analysis of a larger set of samples at individual stages would identify asymmetric gene expression. In addition, it is not inconceivable that asymmetric expression of a locus could exist in parallel with symmetric expression in nearby tissues, thereby diluting apparent asymmetries of gene expression. Finally, we cannot exclude the possibility that probes designed to identify the genes that are asymmetrically expressed do not hybridise efficiently, or even that the genes fail to be represented on the chip.

The combined dataset of all stages analysed revealed apparent low-level L–R expression differences. These differences could not easily be validated; however, four of the loci had also been identified by Sun et al. (2005), and importantly they reported the same direction of L–R asymmetry as indicated by our data. In combination, our experiences suggest a number of considerations to be taken into account in future studies. It is important to realise that perhaps only a few cells in specific areas of the brain might be responsible for the observed asymmetric pattern of gene expression. In this case, it could be advantageous to isolate specific areas of the mouse brain, analysing solely L–R asymmetry of gene expression within a single brain domain; our experiments to date have not identified where these regions might be. Physical dissection of embryonic brain regions is clearly challenging, so the power of cell sorting could be harnessed to isolate labelled cells from the two brain hemispheres. The inclusion of different or more developmental stages, in combination with precise somite staging of embryos (providing 2-h developmental staging), may add to the analysis; however, at present it is impossible to guess which stages would be most appropriate. The use of next-generation RNA sequencing might prove more effective as this would allow increasing sequencing depth to be analysed for individual sample pairs as well as blindly identifying all transcripts, including splice variants, micro-RNAs, and even loci that have not been annotated. However, the added variation of library construction would be introduced. Finally, determination of the stage at which brain asymmetry is first evident in the mouse would provide a clear stage prior to which asymmetry must be being established; at present no physical asymmetry of embryonic or even neonatal mouse brains has been described.

The dataset that is presented here, combined with its validation, provides a valuable novel resource for researchers interested in neurodevelopment and brain function. It may prove of particular use to those studying brain development, suggesting novel gene associations, encouraging currently uncharacterised loci to be investigated, and promoting examination of their role in both brain development and function. Indeed, it seems likely that many of the loci we have identified have roles in human neurological function and behaviour.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1 (DOCX 22 kb)

# Supplementary material for: A chronological expression profile of gene activity during embryonic mouse brain development
**Source:** Mamm Genome. 2013 Nov 19;24(11):459–72. doi: 10.1007/s00335-013-9486-7
**Supplement:** Supplementary file 1 — Supplementary material 1

| **GO term** | **Description** | [**P-value**](http://cbl-gorilla.cs.technion.ac.il/GOrilla/6n5tc1ic/GOResults.html#p_value_info) |
| --- | --- | --- |
| [GO:0055114](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0055114&view=details) | oxidation-reduction process | 1.82E-08 |
| [GO:0007268](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0007268&view=details) | synaptic transmission | 3.44E-06 |
| [GO:0007399](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0007399&view=details) | nervous system development | 2.17E-05 |
| [GO:0032787](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0032787&view=details) | monocarboxylic acid metabolic process | 5.13E-05 |
| [GO:0001505](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0001505&view=details) | regulation of neurotransmitter levels | 7.01E-05 |
| [GO:0006695](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0006695&view=details) | cholesterol biosynthetic process | 7.43E-05 |
| [GO:0016126](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0016126&view=details) | sterol biosynthetic process | 7.43E-05 |
| [GO:0006629](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0006629&view=details) | lipid metabolic process | 1.46E-04 |
| [GO:0007409](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0007409&view=details) | axonogenesis | 1.57E-04 |
| [GO:0051969](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0051969&view=details) | regulation of transmission of nerve impulse | 2.10E-04 |
| [GO:0006631](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0006631&view=details) | fatty acid metabolic process | 3.11E-04 |
| [GO:0031644](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0031644&view=details) | regulation of neurological system process | 3.12E-04 |
| [GO:0050804](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0050804&view=details) | regulation of synaptic transmission | 3.49E-04 |
| [GO:0022900](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0022900&view=details) | electron transport chain | 4.80E-04 |
| [GO:0044255](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0044255&view=details) | cellular lipid metabolic process | 5.95E-04 |
| [GO:0043029](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0043029&view=details) | T cell homeostasis | 7.16E-04 |
| [GO:0023052](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0023052&view=details) | signaling | 7.46E-04 |
| [GO:0048858](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0048858&view=details) | cell projection morphogenesis | 7.49E-04 |

Supp. table 1. Gene ontology terminology of the biological processes relevant to the genes identified in all nine clusters, shown to be differential expressed during mouse brain development. The columns represent the GO term identified, along with its description and relevant p value, indicating statistical significance.

| **GO term** | **Description** | [**P-value**](http://cbl-gorilla.cs.technion.ac.il/GOrilla/hxlac7l1/GOResults.html#p_value_info) |
| --- | --- | --- |
| [GO:0016491](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0016491&view=details) | oxidoreductase activity | 1.93E-10 |
| [GO:0016667](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0016667&view=details) | oxidoreductase activity, acting on a sulfur group of donors | 2.12E-04 |
| [GO:0050662](http://www.godatabase.org/cgi-bin/amigo/go.cgi?query=GO:0050662&view=details) | coenzyme binding | 9.65E-04 |

Supp. table 2. Gene ontology terminology of the molecular functions applicable to the 2400 genes identified as differentially expressed during brain development. The GO terms, along with their descriptions and corresponding p values are clearly indicated.

| **Gene name** | **Our data** | **Expression pattern in our dataset** | **Expression pattern in Sun *et al*. dataset** | **Consensus expression** |
| --- | --- | --- | --- | --- |
| *Arpc4* | logFC=0.26 | Higher on Left side | Higher on Right side early in development | Unclear |
| *Btf3* | logFC=0.26 | Higher on Left side | Higher on Left side | Higher on Left side |
| *Ptma* | logFC=-0.44 | Higher on Right side | Higher on Right side | Higher on Right side |
| *Sf3b2* | logFC=0.21 | Higher on Left side | Higher on Left side | Higher on Left side |

Supp. table 3. Comparison of the findings of our and the Sun *et al*. dataset reveal consistency in differential gene expression between human and mouse brains for the four differentially expressed genes detected in both datasets.

Supp. Table 4. **Summary of the 55 genes that displayed the greatest expression changes across the three developmental stages.** The gene names, accession numbers, log of fold change (log_2_FC) across the stages and statistically significant P and adj. P values for each accession number are clearly indicated.

How the deposited data were processed for this re-analysis (not part of the article)

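Total RNA from the left and the right side of the head of 12 F1 mouse embryos, 4 each at 8.5, 10.5 and 12.5 dpc, was measured on 24 Illumina mouse WG-6 arrays, 1 for each side of an embryo. Stage, side and embryo of each array were taken from the sample labels, and the embryo from the number in the sample title. The deposited values are probe intensities on a linear scale, from which the authors' scanner software had subtracted the background. The study names BeadStudio and the submitters' processing notes name GenomeStudio as that software. The study then quantile normalised the intensities, a step that the deposited intensities do not include: their medians differ between arrays, from 3.1 to 9.3. Between 37.6% and 45.2% of the probes of an array lay at or below 0.

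Values were read for 46643 probes. A constant of 119.5 was added to every value, which raised the lowest value of −103.5 to 16, and the arrays were quantile normalized and log2 transformed. Levels in the text are normalized signals with the constant taken off again, averaged over the left and right sides of an embryo, and fold changes are on the log2(signal + constant) scale. The number of arrays, not a read depth, limits the precision, and a probe near 0 has no fold change larger than the constant allows. Gene symbols came from the platform's annotation: 32794 probes had 1 symbol, 55 had several and 13794 had none, so 19406 symbols could be named. Of the annotated gene identifiers, 32722 probes matched the reference table of symbols, which changed 0 symbols. Another deposited table holds 72 columns of per-sample values, labelled only by BeadChip and position and so not tied to a sample; it was not used. Its header shows 4 BeadChips with 6 arrays each.

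Stages were compared with limma 3.58.1 in R 4.3.3, with stage and side as fixed factors and the embryo as a random block (duplicateCorrelation, with statmod 1.5.0, which estimated a correlation of 0.0893), followed by eBayes with a prior proportion of 0.01. All probes share this correlation. Where the sides of an embryo vary together more, as in the cluster 4 examples (median 0.891), the SE and p-values between stages are likely too small. A probe was counted as differentially expressed between stages with a log2FC beyond 2 and a B over 2 in at least 1 of the 3 pairwise comparisons. In the text a gene rose or fell only at a Benjamini-Hochberg adjusted p under 0.05 over all probes of a comparison. Left and right were compared with the embryo as a fixed block, over all stages and within each, at a B over 1 and at an adjusted p under 0.05. For single genes the left-right differences of the 12 embryos were tested by an exact sign-flip permutation test over 4096 sign patterns. Its p-values beside single genes are unadjusted, and most genes so tested were chosen by the study on these arrays. The test takes the embryos as exchangeable, which the difference between the sets of embryos contradicts. The probes counted were clustered on z-scores by k-means with 9 centres and 50 random starts, and the groups were paired 1 to 1 with the study's clusters so that as many examples of its Table 1 as possible fell in the group of their own cluster. The intraclass correlation of left and right within stages was computed for these examples.

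The 29 gene lists, the comparisons, the main settings, the rule for named genes and most alternatives were fixed before the data were examined. The lists cover neurons (pan-neuronal differentiation, synaptic vesicle and SNARE), their precursors (proneural and Notch, neuroepithelium and radial glia, early embryo and pluripotency), other tissues that a head or an incomplete dissection could hold (lens, inner ear, cardiac and skeletal muscle, cartilage and connective tissue, cranial mesenchyme and neural crest, surface ectoderm and epidermis, erythroid cells, endothelium, macrophages and microglia), position (trunk Hox, hindbrain Hox, forebrain transcription factors, midline, visceral left-right genes), metabolism and growth (DNA replication and cell cycle, canonical histones, ribosomal proteins, glycolysis, oxidative phosphorylation, cholesterol biosynthesis, peroxidases), immediate early and heat shock genes, and sex-linked genes. Lists were tested on the means of the left and right sides of each embryo with camera at its preset correlation and again with an estimated correlation, and with fry, and left against right with fry. A gene was measured by the probe of the accession that the study gives, otherwise by its brightest probe, and other probes that went the opposite way are mentioned. Genes are named by rule: for each consecutive comparison the 6 symbols with the highest and the 6 with the lowest log2FC among counted probes whose embryos did not overlap between stages, every gene that the study names, up to 4 members of each list that passed with the largest change together with members that passed in the opposite direction, and the 5 symbols with the smallest p in each direction between left and right. The study's own tables, and so its values for these genes, were known when the rule was written.

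The fits were tested on simulated data made from the measured means, with noise that holds no batch structure. In the simulated comparison of 10.5 with 8.5 dpc over 46643 probes, 0 of 67 probes changed by a log2 size of 1 passed both limits, as the fold limit implies, and 66 of 67 passed at an adjusted p under 0.05. All 67 probes changed by 2.5 and all 66 changed by 4 passed both limits, and 0 unchanged probes did, while 12 unchanged probes had an adjusted p under 0.05. In the simulated comparison of left with right, a B over 1 was reached by 49 of 67 probes changed by 0.25, 64 of 67 changed by 0.5, 65 of 66 changed by 1, and 3 unchanged probes. With 1 list of 29, erythroid, shifted by 0.5 over 19406 genes, camera called that list and 1 other.

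Arrays correlated at 0.892 to 0.995, and 0 pairs held identical values. Left and right sides of an embryo, with stage and side means removed, correlated at 0.0834 to 0.504. Embryos of different stages that carry the same number are different animals, yet with the mean of each stage and side removed they correlated at 0.302 to 0.699 in all 12 pairs. The replicate number was also fitted as a block, which takes up the split between embryos 1 and 2 and embryos 3 and 4 as well. The pairing comes from the data alone: different numbers correlated at −0.717 to 0.752, 1 of 12 embryos correlated best with its own number in both other stages, and the right sides of embryos 1 and 2 stand apart from those of embryos 3 and 4 in every stage.

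Alternatives were normexp background correction with an offset of 50, median scaling in place of quantile normalization, only the brighter probes, embryo means, 24 independent arrays, the replicate number as a block, left or right sides only, trended and robust eBayes, other thresholds, other blocks for left against right, other seeds for k-means, and each embryo left out in turn. Chosen after seeing the data were normexp with an offset of 16, signals below 1 raised to 1, and the 4 groups of 6 arrays formed by side and embryos 1 and 2 or 3 and 4 as a block. Likewise chosen were the stages within each such group, a left-right term for embryos 1 and 2 against 3 and 4, and the embryos 3 and 4 left out on the right or altogether. The qRT-PCR and in situ measurements of the study were not analysed here.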

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

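The tests of a hybridisation batch, of measurement noise in the cluster 5 genes and of embryo 1 at 12.5 dpc were chosen only after their results had been seen. The groups of arrays and the sets of embryos compared here were also found in the data.

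The left-right difference of 10873 of 46643 probes (23.31%) differed between embryos 1 and 2 and embryos 3 and 4 of each stage, by a test of that term in limma at an adjusted p under 0.05, and the right sides of the 2 sets stood apart at every stage. A difference between the animals themselves is argued against: over 1000 probes chosen on the other stages, the right sides differed by a median of 1.27, 1.45 and 1.34 (log2) at 8.5, 10.5 and 12.5 dpc, and the left sides of the same embryos by at most 0.109 of that. The brightness of the arrays is argued against too, since its slope among the left sides predicted 3.36% of the gap in the second component (−2.15% to 8.48% with 1 left side left out). A hybridisation or handling batch stays open and cannot be told apart from the sides and embryo numbers, because the labels name the BeadChip of 0 arrays. The header of another deposited table shows 4 BeadChips with 6 arrays each, which is the number and size of the groups of arrays. The samples are also deposited in an order of 4 runs of 6 arrays, and each run is 1 of these groups. Such an order goes with 1 BeadChip for each group, and so with left and right on different BeadChips. Nothing there ties a BeadChip to a sample, however.

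The cluster 5 examples of Table 1 varied within stages. Measurement noise stays open: the left and right sides of an embryo correlated at a median of 0.563 over these genes, above random gene sets of like brightness (0.047 to 0.478), and in 15 of 16 other settings the value lay above its own range (0.389 against 0.0242 to 0.349 with median scaling), but without 8.5-dpc embryo 1 it was 0.399, inside 0.00553 to 0.437. The random sets match brightness alone, and the study chose the examples on these arrays, so a value above these sets could not decide the question. The 4 groups of arrays stay open too as the whole cause, as the value was 0.525 with the group means removed, within the range of random sets treated the same way (0.0719 to 0.571). A varying share of cranial mesenchyme between embryos may also contribute. Within stages the mean of the examples rose with 15 genes of the cranial mesenchyme and neural crest list over 12 embryos (Pearson r = 0.862, p = 0.00214; Spearman rho = 0.783, p = 0.00687, permutation tests; r = 0.668 without the 2 embryos farthest from the median, 0.726 to 0.911 with 1 embryo left out, and 0.841 with the group means removed).

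Embryo 1 of 12.5 dpc lacked lens transcripts. A failed array is argued against, since 2 of its 2 sides lay below every side of the other 3 embryos. Whether it was a younger embryo stays open. The median position of 41 neuronal and synaptic genes was taken on a scale of 0 at 10.5 dpc and 1 at the mean of the other 12.5-dpc embryos. It was 1.4 in embryo 1, against 0.869, 0.873 and 0.908 in the others, whose scales include embryo 1. Missing non-neural tissue would raise this position at any age, so the position cannot tell the age. Eye, mesenchyme and skin missing from the dissected tissue may account for the low values: 4 of 4 lists were lowest in this embryo, lens by −1.46, surface ectoderm and epidermis by −0.99, cranial mesenchyme and neural crest by −0.787 and cartilage and connective tissue by −0.267 (log2, against the mean of the other 3). Being lowest is a weak test here, since 19 of the 29 lists were lowest in embryo 1 and 4 were highest.

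In 14 of 114 groups of 4 embryos (11 of 84 for gene lists and 3 of 30 for single genes) 1 embryo lay far from the others, its gap to the nearest exceeding the 95% critical value of Dixon's test, where chance gives about 1 in 20. At 12.5 dpc this was embryo 1, highest for the pan-neuronal list (gap 0.882 of the range; mean log2 value 10.07 against 9.655 in the other 3) and the synaptic list (0.968; 9.592 against 9.03), and lowest for surface ectoderm and epidermis (0.876; 6.899 against 7.889) and peroxidases (0.896; 10.48 against 10.71). At 10.5 dpc embryo 2 was highest for proneural and Notch genes (0.935; 8.291 against 8.074) and cholesterol biosynthesis (0.864; 9.172 against 8.977) and lowest for endothelial genes (0.854; 7.723 against 8.222) and cartilage and connective tissue (0.849; 7.423 against 7.517). Embryo 1 of 10.5 dpc was highest for glycolysis (0.845; 10.61 against 10.47) and for Nr6a1 (0.836; 8.627 against 8.133), embryo 3 for skeletal muscle (0.887; 7.101 against 7.04) and embryo 4 for Myl3 (0.917; 6.873 against 6.777). At 8.5 dpc embryo 4 was highest for cranial mesenchyme and neural crest (0.984; 8.278 against 8.203) and embryo 2 lowest for Myh7 (0.85; 8.985 against 10.91).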

How the results depend on the processing

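Some values here come from settings chosen after seeing the data. These settings are normexp with an offset of 16, signals below 1 raised to 1, the 4 groups of arrays and the stages within 1 such group. Also among them are leaving out the right sides of embryos 3 and 4, a term for embryos 1 and 2 against 3 and 4, and embryos 1 and 2 only. The other settings were planned. Where a value changed and its construction does not show why, the cause was not tested. Signal over background limits the dim probes most: their fold changes depend on the constant added, so counts with a fold limit moved with the background treatment, and those at an adjusted p moved less with it (4994 probes between 8.5 and 10.5 dpc, 5074 with normexp at 50, 5015 at 16 and 4579 with signals below 1 raised to 1). These counts moved with other choices. For the first and second step (4994 and 4867) they were 1576 and 1903 on the right sides alone, 4113 and 3258 with median scaling, 3815 and 3709 on embryo means, 6394 and 6494 with the replicate block, 7862 and 7978 with the 4 groups as a block, 7614 and 7257 without the right sides of embryos 3 and 4, and 2201 to 2912 and 2295 to 3212 within single groups. No setting moved the median of all probes between stages by more than 0.0327 (log2).

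Of the 238 probes counted between stages, other planned settings apart from thresholds gave 199 (right sides only) to 348 (normexp at 50, 286 higher and 62 lower). Other thresholds gave 4 with both limits in all 3 comparisons, 5101 with a B over 2 alone in at least 1 and 538 in all 3, 1216 with a log2FC beyond 1 and a B over 2, and 1287 with a log2FC beyond 1 and an adjusted p under 0.05. Normexp at 50 gave 79 probes between 10.5 and 12.5 dpc in place of 45. Normexp at 16 gave 512 in all, 96 in the first step (46 otherwise), 126 in the second, 486 between 8.5 and 12.5 dpc (223 otherwise) and 306 rising in both steps (143 otherwise). Signals below 1 raised to 1 gave 1690, 572, 511, 1538 and 513 for the same counts. Within the left sides of embryos 1 and 2 there were 27 and 26 probes in the consecutive steps and 77 rising in both, and within their right sides 30, 22 and 76.

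Left against right over all stages, 47 probes had a B over 1 (37 higher on the left and 10 on the right). At an adjusted p under 0.05 limma called 0, with 4141 at an unadjusted p under 0.05. Normexp at 50 gave 31, normexp at 16 gave 8 (4 and 4), median scaling 15 (1 and 14), no replicate block 23, and trended and robust eBayes 22. With the 4 groups of arrays as a random block it was 0 in limma (686 at an unadjusted p under 0.05), with the term for embryos 1 and 2 against 3 and 4 it was 1111 (844 and 267; 2661 at an adjusted p under 0.05), and with embryos 1 and 2 only 1729 (364 and 1365, 8 of them among the 47; 4401 at an adjusted p under 0.05). Per stage the count of 0 became 1 at 10.5 and 1 at 12.5 dpc in 1 fit of all 24 arrays, 1 at 12.5 dpc with trended and robust eBayes, 16, 13 and 16 with signals below 1 raised to 1, and 19, 299 and 476 with the term. Of the Table 2 genes, 26 had an adjusted p under 0.05 in the exact sign-flip test, and 1 with median scaling. This adjustment covers the 29 matched genes alone. The study chose them on these arrays for such a difference, so passing was largely fixed beforehand. At a B over 1, median scaling and the 4 groups as a random block each lost all 26 genes that had it. Embryos 1 and 2 only reversed Hmgb1 (−0.263, B 2.1) and the dimmer probe of Btf3 (0.206, B 1.49), and called 2 gene lists.

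Of 19 list calls between stages, 4 held with an estimated correlation. The calls lost otherwise were neuroepithelium with signals below 1 raised to 1, midline on the right sides alone (adjusted p = 0.0943) and histones on the left sides alone (0.0704). Over all settings 1235 list results kept their side of the threshold, 18 lost a call and 23 gained one. Of the results for single genes between stages 11291 kept theirs, 628 lost a call, 219 gained one and none reversed. The right sides alone took 135 of these calls, median scaling 62, embryo means 61 and the left sides alone 50. The right sides gave more probes at an adjusted p under 0.05 within either set of embryos than together. The 135 losses therefore do not show the changes to be absent there. For the Table 2 genes between left and right 425 results kept their side, 239 lost it, 1 gained a call and 1 reversed.

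With 1 embryo left out in turn, the count between stages ranged from 210 to 255, that of the first step from 36 to 46, of the second from 36 to 49, of 8.5 against 12.5 dpc from 194 to 241, and of probes rising in both from 129 to 160. Examples in their paired k-means group ranged from 60.6% to 84.8%, the correlation of the sides over cluster 5 from 0.399 to 0.638 (0.389 with median scaling), and list calls from 19 to 22. Left against right, the 47 probes ranged from 28 (without 12.5-dpc embryo 3; 29 without 10.5-dpc embryo 3) to 58 (without 8.5-dpc embryo 1), the Table 2 genes in the exact test from 26 to 27, and the counts per stage and the lists from 0 to 0. Of the 26 Table 2 genes with a B over 1, from 3 (without 8.5-dpc or 12.5-dpc embryo 1) to 9 (without 8.5-dpc embryo 4 or 12.5-dpc embryo 2 or 3) lost it. An adjusted p under 0.05 was reached by 2 probes without 8.5-dpc embryo 4.

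With the replicate number as a block, 223 probes were counted between stages (39, 39 and 214 per comparison), 136 rose in both steps and 20 lists were called. The added list was ribosomal proteins between 10.5 and 12.5 dpc (adjusted p = 0.00582, against 0.118 without the block). The block took 27 calls of single genes and added 24, which stand beside the genes where the text gives that step, and changed no other call.

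Planned settings not run were neqc and a filter on detection p, for which the values used hold no detection p (the brighter probes took its place), the BeadChip as a block, which the labels do not give, and another source of the same intensities.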

Differences from the paper's values

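The settings with normexp at 16, signals below 1 raised to 1, the term for embryos 1 and 2 against 3 and 4, and embryos 1 and 2 only were chosen after seeing the data. Counts were taken to differ when more than 1.5 times apart, and left-right values when their signs differed or they lay further apart than the SD of the 12 embryos here. By this rule, 15 of 48 values set beside the paper's differed.

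The paper's count of differentially expressed genes is 2400, with 1300 increasing and 900 decreasing. Here 238 probes passed, 190 and 48, at a log2FC beyond 2 and a B over 2 in at least 1 comparison. The paper's results give both limits without saying in how many comparisons, whereas its methods ask for a B over 2 in every pairwise comparison. Of the alternatives set before the data were examined, 1 came within 1.5 times of the paper's 1300: a log2FC beyond 1 with an adjusted p under 0.05 gave 868 higher, but 419 lower and 1287 in all, which differ from the paper's 900 and 2400. A log2FC beyond 1 with a B over 2 gave 1216 (818 and 398), a B over 2 alone 5101 in at least 1 comparison (2665 and 2436) and 538 in all 3 (346 and 192), both limits in all 3 comparisons 4 (3 and 1), and the settings other than thresholds 199 to 348, and none of these closed a gap. Signals below 1 raised to 1, chosen after seeing the values, gave 1690 (1242 and 448), within 1.5 times of the paper's 2400 and 1300 but not of its 900, while 2 of the 98 Table 1 examples that changed here (of 108 recomputed) and 11 of the 26 left-right genes called here were no longer called.

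The paper's clusters 1 to 9 hold 212, 343, 260, 74, 144, 129, 85, 135 and 196 genes. The paired groups here held 36, 76, 28, 8, 33, 18, 9, 4 and 26 probes, those of clusters 1, 5 and 7 without sharing an example, so that these 3 sizes are interchangeable. Clustering the probes with a B over 2, an alternative set before the data were examined, gave 366, 930, 809, 794, 168, 535, 527, 555 and 417, of which only that of cluster 5 (168) lies within 1.5 times of the paper's. In that clustering the groups of clusters 4 and 7 shared no example and ran opposite ways (mean z-scores 1.12, −0.219 and −0.905, against −0.997, −0.0623 and 1.06), so their pairing, too, is interchangeable. The paper's text also gives cluster 4 another size than its Table 1.

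For Rps6 the paper's left-right log2FC is −0.291050752 and the value here 0.1228, and for Hmgb1 the paper's is −0.256773927 and the value here 0.2979, both by the brightest probe of the gene. No alternative set before the data were examined closed either gap (Rps6 −0.00867 with median scaling and 0.0837 to 0.17 otherwise, Hmgb1 0.2 to 0.363, embryos left out in turn included). Embryos 1 and 2 only, chosen after seeing the values, gave −0.263 (B 2.1) for Hmgb1 and dropped 21 of the 26 left-right genes, and the term for embryos 1 and 2 against 3 and 4 called Hmgb1 in the opposite direction (0.298, B 8.02). Other probes of these genes had the paper's direction and a B over 1: −0.25 (B 2.51) for Rps6 and −0.23 (B 1.25) for Hmgb1. Sf3a1 of Table 2, too, was not called by its brightest probe (0.10, B −4.30) under any setting and was called by another (0.11, B 3.09). Any probe taken, 29 of the 29 matched genes had a B over 1 in the direction of Table 2.

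The paper's Supplementary Table 3 gives 0.26 for Arpc4, against 0.1321 here. Among the alternatives set before the data were examined, normexp at 50 gave 0.194, nearer to the paper's than the SD of the embryos (0.0699 in the main setting), while median scaling gave 0.141 and the others 0.119 to 0.142, which are not. Normexp at 16, chosen after seeing the values, gave 0.438 and drops 22 of the 26 left-right genes. The paper's Table 2 gives 0.199773095 for Arpc4, within that SD of the value here, but not without 8.5-dpc embryo 1 or 2 or 10.5-dpc embryo 3 or 4 (0.119 to 0.128). The probe lay below background on both sides (−10.9 and −20.4).

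The paper describes cluster 5 as stable over the stages, whereas 7 of its 10 measured examples rose between 8.5 and 10.5 dpc and 4 of these fell again, with 3 not passing in either step. Most of these rises depend on the processing. With median scaling those of Taf12, Arhgef39, Ccnd1 and Casp6 were lost (limma adjusted p = 0.0583, 0.0643 and 0.166 for the last 3). Among those lost on the right sides alone were the rises of Casp6, Ccnd1 and Mecom. The paper places the clearest difference of Arpc4 at 8.5 dpc and that of Sf3b2 at 10.5 dpc in the legend of Fig. 5. Here Arpc4 was at 0.14, 0.15 and 0.11 (left minus right) over the 3 stages and Sf3b2 at 0.20, 0.14 and 0.30, and the stages were not shown to differ. The paper's range of left-right fold changes leaves out a larger value in its Table 2, of an entry without a gene name, which was 0.43 here by the probe matched to its accession (annotated as Ogt).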

Other observations

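The test of the column in Supplementary Table 4 and that of differences given to probes between left and right were chosen only after the results they bear on had been seen, and the groups of arrays tested against left and right were found in the data.

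Genes of cholesterol biosynthesis rose together between 8.5 and 10.5 dpc: of 18 measured members, 1 of them also a Table 1 example, 14 rose and 0 fell (14 rose when adjusted over the list alone). Hmgcs1, an early enzyme of the pathway, rose from 5202 ± 460 to 13130 ± 1394 (mean ± SD, n = 4 embryos; log2FC 1.31, SE 0.07, adjusted p = 6.31e-12 from limma), and Hsd17b7 and Sqle, of later steps, by 0.86 and 0.85. Camera called the list (adjusted p = 8.68e-11, and adjusted p = 0.0507 with an estimated correlation). On it 10.5-dpc embryo 2 stood highest, at a mean log2 value of 9.172 against 8.977 in the other 3. From 10.5 to 12.5 dpc 2 members rose and 2 fell, with no call. Of 14 genes of macrophages and microglia, 9 rose and 0 fell in the first step (9 and 1 when adjusted over the list alone; adjusted p = 4.19e-06, and adjusted p = 0.0641 with an estimated correlation), and 2 rose and 0 fell in the second, with no call (4 and 1 when adjusted over the list alone; called among the brighter probes at 0.0313, on the right sides alone at 0.0232 and without 10.5-dpc embryo 4 at 0.0235). They stayed dim: the complement gene C1qb went from −15.5 ± 2.83 to 56.7 ± 20.4 (log2FC 0.75), the mannose receptor gene Mrc1 from 3.74 ± 5 to 93.1 ± 36.9 and the microglial receptor gene Cx3cr1 from −1.3 ± 5.35 to 40.9 ± 8.24. Genes of the erythroid list mostly rose and then fell. Of 13, 7 rose and 0 fell in the first step (9 rose when adjusted over the list alone; adjusted p = 8.89e-05, and adjusted p = 0.401 with an estimated correlation), and 1 rose and 9 fell in the second (1 and 9 when adjusted over the list alone; 0.00185, and adjusted p = 0.523 with an estimated correlation). The adult alpha globin gene Hba-a1 rose to 25640 ± 1790 from 8278 ± 5366 (log2FC 1.90, adjusted p = 4.34e-05, 0.0841 on the right sides alone). Klf1, the transcription factor gene of erythroid maturation, fell from 267 ± 90.3 to 31.2 ± 15.5 in the second step (log2FC −1.31, adjusted p = 2.7e-05). The member that rose was Tal1, a transcription factor gene of blood and endothelium (log2FC 0.75, adjusted p = 0.000989, 0.0694 on the right sides alone). A probe of the beta globin gene Hbb-bs also rose in the second step (log2FC 3.10, adjusted p = 7.51e-05). Embryo 1 of 12.5 dpc differed on the erythroid list from the mean of the others by −0.442.

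Genes of the early embryo and pluripotency fell in both steps, 9 of 17 in each and 0 rose (9 and 10 when adjusted over the list alone; adjusted p = 3.38e-06 and 1.18e-06, and adjusted p = 0.0641 with an estimated correlation in each). Of the list 2 members are also Table 1 examples. Lin28a fell by 2.05 and 0.70 on the log2 scale, Trim71 by 1.47 and 1.08, and the RNA-binding Igf2bp1 from 1830 ± 182 to 574 ± 122 in the second step (log2FC −1.51). Of 22 canonical histone genes 1 rose and 1 fell in the first step (0 and 0 when adjusted over the list alone), and 0 rose and 7 fell in the second (10 fell when adjusted over the list alone; adjusted p = 0.00324, and adjusted p = 0.457 with an estimated correlation). The largest fall was in H2bc15 (−0.55, adjusted p = 0.000736, 0.127 with median scaling and 0.0632 on the left sides alone). Of 8 midline genes, 1 of them also an example, 1 rose and 1 fell (3 and 1 when adjusted over the list alone) and then 0 rose and 3 fell (5 fell when adjusted over the list alone; adjusted p = 0.0107, and adjusted p = 0.209 with an estimated correlation). Shh, the signal of the floor plate, rose from 371 ± 96.3 to 883 ± 64.2 and fell to 323 ± 86.2 (log2FC 1.03 and −1.24, the fall at 0.0832 on the right sides alone).

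Other lists were not called in either step. Their counts adjusted over the list alone are given where they differ. Of 16 endothelial genes 1 rose (Robo4, 0.98) and 6 fell (Egfl7, −1.14) in the first step (1 and 9 when adjusted over the list alone) and 0 changed in the second. This list missed the call at adjusted p = 0.0615 and was called with median scaling (0.0397), on the right sides alone (0.0389), over the mean of all probes (0.0304) and without 8.5-dpc embryo 1 (0.0349) or 10.5-dpc embryo 1 (0.0183) or 4 (0.0258). It was called in the second step without 10.5-dpc embryo 2 (0.0259). Of 28 ribosomal protein genes 0 changed in the first step and 2 fell in the second. The list was called in the second with median scaling (0.00199; the first step also, at 0.036), on the left sides alone (0.00587), over the mean of all probes (0.0304) and without 12.5-dpc embryo 2 (0.0243) or 10.5-dpc embryo 3 (0.0496) or 4 (0.0292). Of 22 genes of cartilage and connective tissue 2 rose and then 5 rose and 1 fell (4 and 2, then 5 and 2, when adjusted over the list alone), with the matrix proteoglycan gene Dcn rising from 63.4 ± 10.3 to 564 ± 90.7 (log2FC 1.88, adjusted p = 1.2e-09), and of 12 epidermal genes 1 rose and 4 fell (Krt18, −1.15) and then 3 rose and 2 fell (4 and 2 when adjusted over the list alone). Without 12.5-dpc embryo 1 these lists were called in the second step (adjusted p = 0.0191 and 0.00351), as was skeletal muscle (0.0254). Of 16 genes of cranial mesenchyme and neural crest 1 rose and 3 fell (Tfap2a, −0.86), and then 2 rose (2 and 4, then 2 and 3, when adjusted over the list alone). Of 18 forebrain transcription factor genes 4 rose, and then 5 rose (Dlx2, from 876 ± 123 to 2137 ± 399) and 1 fell (6 and 2 when adjusted over the list alone). This list was called over the mean of all probes in the second step (0.0314), as was cartilage and connective tissue (0.0415).

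Of 11 hindbrain Hox genes 3 fell (Hoxb1, −0.46) and then 1 fell, and of 18 trunk Hox genes 0 changed and then 1 rose (Hoxa5, adjusted p = 0.035, 0 when adjusted over the list alone). Hoxa5 was at 0.159 with the replicate block, 0.0822 with median scaling, 0.197 and 0.351 on the left and the right sides alone, 0.0506 without 8.5-dpc embryo 2, 0.0734 to 0.0897 without each 10.5-dpc embryo, and 0.107 and 0.123 without 12.5-dpc embryos 2 and 3. Of 11 inner ear genes 2 rose and 2 fell and then 1 rose and 1 fell, the rise being that of Gbx2. Of 20 genes of oxidative phosphorylation 1 rose and 1 fell (Atp5a1, −0.84) and then 1 fell. Of 12 immediate early and heat shock genes 2 rose and 1 fell (3 and 2 when adjusted over the list alone) and then 1 rose. Of 7 visceral left-right genes 1, the growth factor gene Gdf1, fell from 428 ± 53 to 162 ± 11.2 and rose to 418 ± 114 (log2FC −0.95 and 0.91), and of 4 sex-linked genes 0 changed. Between left and right fry called 0 of the 29 lists (smallest adjusted p = 0.239, with 6 at an unadjusted p under 0.05). Camera at its preset correlation called 6, namely cardiac muscle (adjusted p = 0.0153), skeletal muscle (0.0393), DNA replication (0.0246) and ribosomal proteins (0.0246) higher on the left, and lens (0.0393) and mesenchyme (0.0393) higher on the right. With an estimated correlation none passed (adjusted p = 0.451 for the lowest). Between stages the median, the mean and the test differed in sign for lens, mesenchyme, epidermis, DNA replication, peroxidases and midline in the first step and for proneural and Notch, cardiac muscle and immediate early genes in the second, none of them called in that step.

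As a hypothesis, the left-right values with a B over 1 may reflect differences between the groups of arrays within a side. If so, the count of 47 was to fall below a limit set beforehand once these groups were a random block, and it fell to 0 in limma, with 686 probes at an unadjusted p under 0.05. This leaves it open. The block left the differences as they were (Pa2g4 0.241, H3f3a −0.355) and only widened their error, and it also loses differences that are there by construction: of 1000 probes given a difference of 0.206, the median size of the 47, a B over 1 was reached by 499 without the block and 238 with it. None of the 47 kept a B over 1 with the block, a larger loss than among the probes given a difference. Those were drawn at random from the brighter probes, while the 47 were picked by their B, so the losses cannot be compared directly. The term for embryos 1 and 2 against 3 and 4, another model of the same sets, gave 1111 probes and kept 46 of the 47. That term leaves each left-right difference as it was and takes the split between the sets out of the error. Keeping most of the 47 therefore follows from its construction and does not bear on the hypothesis. Each group of arrays lies within 1 side, so the 1111 cannot be told apart from differences between groups. Swapping left and right in embryos 3 and 4 of each stage gave 3608 probes and 10 lists. This swap follows the sets of embryos found to differ, so it restates that difference and is no further evidence of it. A hypothesis on the column headed log2FC in Supplementary Table 4 is that it may hold moderated t statistics of this test: over 54 entries with sizes of 4.813 to 7.189, 14.6 degrees of freedom gave every p-value printed beside them with a largest error of 0.382%. Of the Table 2 accessions 32 are in it.

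Chance was tested with other splits of the same embryos. It can be excluded for the probes between 8.5 and 10.5 dpc (1 of 35 splits gave as many; real 46, highest other 1), between 10.5 and 12.5 dpc (1 of 35; 45 and 6), between 8.5 and 12.5 dpc (1 of 35; 223 and 8) and in any comparison (1 of 100 groupings; 238 and 99). Among the 8 splits that part all 4 replicate numbers, the highest other counts were 0, 3 and 7. These 8 splits are too few for a share under 0.05, so the exclusion above takes the embryos as unpaired by replicate number. Chance cannot be excluded for the number of list calls between stages (22 of 100, real 19 and highest other 25). For lists between left and right fry called 0, which every draw equals or exceeds, so the draws decide nothing (100 of 100; highest other 4; 6 lists at an unadjusted p under 0.05). For left against right over all stages 4 of 100 draws of swapped sides gave as many (real 47, highest other 968). These draws take the 12 embryos as exchangeable, which the difference between the sets of embryos contradicts, so this share does not exclude chance, and a highest other of many times the real count points to a structure of the samples. Within 1 stage 8 swaps are too few for a share under 0.05: all 8 gave as many as the real 0 at each stage, with highest others of 447, 808 and 598.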
